# Inactivation of AUF1 in Myeloid Cells Protects From Allergic Airway and Tumor Infiltration and Impairs the Adenosine-Induced Polarization of Pro-Angiogenic Macrophages

**DOI:** 10.3389/fimmu.2022.752215

**Published:** 2022-02-11

**Authors:** Sofia Gargani, Niki Lourou, Christina Arapatzi, Dimitris Tzanos, Marania Saridaki, Esmeralda Dushku, Margarita Chatzimike, Nikolaos D. Sidiropoulos, Margarita Andreadou, Vasileios Ntafis, Pantelis Hatzis, Vassiliki Kostourou, Dimitris L. Kontoyiannis

**Keywords:** inflammation, innate immunity, post-transcriptional regulation, RNA-binding proteins, animal models

## Abstract

The four isoforms of the RNA-binding protein hnRNPD/AUF1 have been proposed to limit the use of inflammatory mRNAs in innate immune cells. Mice engineered to lack AUF1s in all tissues are sensitive to acute inflammatory assaults; however, they also manifest complex degenerations obscuring assessment of AUF1s’ roles in innate immune cells. Here, we restricted a debilitating AUF1 mutation to the mouse myeloid lineage and performed disease-oriented phenotypic analyses to assess the requirement of AUF1s in variable contexts of innate immune reactivity. Contrary to the whole-body mutants, the myeloid mutants of AUF1s did not show differences in their susceptibility to cytokine storms occurring during endotoxemia; neither in type-I cell-mediated reactions driving intestinal inflammation by chemical irritants. Instead, they were resistant to allergic airway inflammation and displayed reductions in inflammatory infiltrates and an altered T-helper balance. The *ex-vivo* analysis of macrophages revealed that the loss of AUF1s had a minimal effect on their proinflammatory gene expression. Moreover, AUF1s were dispensable for the classical polarization of cultured macrophages by LPS & IFNγ correlating with the unchanged response of mutant mice to systemic and intestinal inflammation. Notably, AUF1s were also dispensable for the alternative polarization of macrophages by IL4, TGFβ and IL10, known to be engaged in allergic reactions. In contrast, they were required to switch proinflammatory macrophages towards a pro-angiogenic phenotype induced by adenosine receptor signals. Congruent to this, the myeloid mutants of AUF1 displayed lower levels of vascular remodeling factors in exudates from allergen exposed lungs; were unable to support the growth and inflammatory infiltration of transplanted melanoma tumors; and failed to vascularize inert grafts unless supplemented with angiogenic factors. Mechanistically, adenosine receptor signals enhanced the association of AUF1s with the *Vegfa, Il12b, and Tnf* mRNAs to differentially regulate and facilitate the pro-angiogenic switch. Our data collectively demonstrates that AUF1s do not act as general anti-inflammatory factors in innate immune cells but have more specialized roles in regulons allowing specific innate immune cell transitions to support tissue infiltration and remodeling processes.

## Introduction

Heterogeneous nuclear ribonucleoprotein D (hnRNP D), commonly known as AU-rich element-binding factor 1 (AUF1), is an RNA-binding protein (RBP) presented in eukaryotic cells as four protein isoform members (p37, p40, p42 & p47) (1). These arise from the alternative splicing of a single pre-mRNA transcript and share two non-identical RNA-recognition motifs and a glutamine rich sequence proximal to their C-terminus. All AUF1 members can bind RNA as monomers or oligomers and localize in nuclear and cytoplasmic compartments, albeit to a variable extent (1–3).

As their name implies, AUF1 members were amongst the first RBPs identified biochemically to bind to regulatory RNA elements rich in Adenylate/Uridylate motifs (AU-Rich Elements, AREs) (4). Such elements are commonly found in the untranslated termini of mRNAs encoding immune regulators, growth signalers, and death controllers (5). Furthermore, early findings in macrophage cell lines suggested AUF1 members are post-translationally modified by immune signals to promote the degradation of pro-inflammatory mRNAs such as those encoding TNF, IL-1β, IL-3, IL-6, IL-10, GM-CSF (6–8), iNOS (9), and the NFkB regulators (10). As such, they were predicted to act in concert to other RBPs active in innate immune cells (e.g. Zfp36, Regnase-1, Roquins 1&2, TIA-1), which impede the use of inflammatory mRNAs, and whose genetic ablation in mice predisposes to acute and chronic inflammatory pathologies (4, 11–14).

Indeed, the first reports on mice deficient in AUF1s demonstrated their increased susceptibility to acute inflammatory assaults and spontaneous dermatitis upon aging (15, 16). The appearance of these phenotypes correlated to augmentations in elicited cytokine storms connecting to the increased stability of related mRNAs in immune cells. However, subsequent reports revealed these inflammatory occurrences were not due to *bona fide* aberrations in inflammation control. Instead, they seem to be triggered by tissue degenerations resulting either from their premature senescence due to involvement of AUF1 in telomere maintenance (17); or from distortion of critical developmental programs organized by AUF1 (affecting e.g. growth, myogenesis and muscle regeneration) (18–20). Notably, the fundamental roles of AUF1 in controlling aging or development were linked to the activation of key mRNAs, thus deviating from the original supposition of its action as an instructor of ARE-mediated suppression (15, 20).

Indeed, it is now clear that AUF1 members can both positively and negatively affect mRNA stability, initiation of translation, editing and even transcription (21). Comprehensive studies assessing the interactions of AUF1s revealed a relaxed stringency in their affinities for AU- to U- and GU-rich motifs (22). These studies also showed that AUF1 members do not bind only to coding but also non-coding RNAs to aid their maturation, target-loading, and function (23). The current biochemical and molecular information on AUF1s point to an indirect *modus operandi* in RNA regulation which entails changes in local RNA structures, cooperative binding with other RBPs and miRNAs or competition with other *trans*-factors (14, 21).

Still, the original findings connecting AUF1s to ARE-containing inflammatory mRNAs suggest their cell-intrinsic involvement in the regulation of innate immunity. In that context, the complex molecular activities of AUF1s could contribute to the outstanding functional heterogeneity of innate immune cells which arises due to plasticity in response to the ever-changing signals of inflamed tissues. For example, macrophages adapt to varying microenvironments and acquire a spectrum of functional phenotypes to support host defense to infection and tissue damage, different types of T-helper mediated immunity, homeostasis, and tissue vascularization and regeneration (24–27). However, the complexity of aberrations observed in whole-body AUF1 knockouts precludes judgment on the direct involvement of AUF on innate immune responses.

In this report, we identified contexts of inflammatory reactions where innate immunity was affected by the dysfunction of AUF1s. To do so, we employed a mouse system where the expression of all of AUF1 isoforms was explicitly debilitated in the myeloid lineage. Using a disease-oriented phenotypic approach, we demonstrate that AUF1s do not act as general deactivators of inflammatory responses. Instead, they are required for specific contexts of cellular immunity; and for specialized phenotypic transitions of innate immune cells, which in turn support such inflammatory contexts.

## Results

### The Susceptibility of Mice With a Germline Deletion of *hnRNPD’s* Exons 3 and 4 Differs From The Susceptibility of Mice With a Myeloid Deletion

Our original strategy entailed targeting exons 3 and 4 of the *hnRNPD* gene to debilitate the RRMs present in all four AUF1 isoforms. Mutant *hnRNPD^flx3,4/flx3,4^* mice containing functional *hnRNPD* alleles amenable to loxP-mediated recombination (**Figure S1A**), were derived *via* gene-targeting manipulations of embryonic stem cells, germline removal of antibiotic selection cassettes and inbreeding to a C57Bl6/J background for 12 generations. To generate a mutant *hnRNPD^Δx3,4^* allele, we crossed *hnRNPD^flx3,4/+^* mice to a mouse line expressing germline-active Cre recombinase. Subsequently, *hnRNPD^Δx3,4/+^* mice were intercrossed to yield homozygous *hnRNPD^Δx3,4/Δx3,4^* mice. Examination of the F2 progenies at post-natal day 10 (P10) revealed a skew in mendelian segregation relating to a 30% loss in the *hnRNPD^Δx3,4/Δx3,4^* genotype (**Figure S1B**). However, *hnRNPD^Δx3,4/Δx3,4^* embryos were properly detected till the embryonic day E14.5, suggesting that their post-natal loss was not due to early embryonic lethality. Moreover, the majority of *hnRNPD^Δx3,4/Δx3,4^* mice identified post birth displayed a delay in weight gain (**Figure S1C**), and 50% succumbed during the two months of age (**Figure S1D**). The remaining that survived to adulthood displayed fertility issues and perished progressively past the 6-months of age. The analyses of AUF1-encoding mRNAs and proteins in extracts from *hnRNPD^+/+^*, and *hnRNPD^Δx3,4/Δx3,4^* mouse embryonic fibroblasts (MEFs) indicated the near-complete loss of all isoforms (**Figure 1A**). Thus, the genetic removal of exons 3 and 4 did not yield an RRM deficient mutein but instead led to the diminished synthesis of AUF1s.

**Figure 1:**
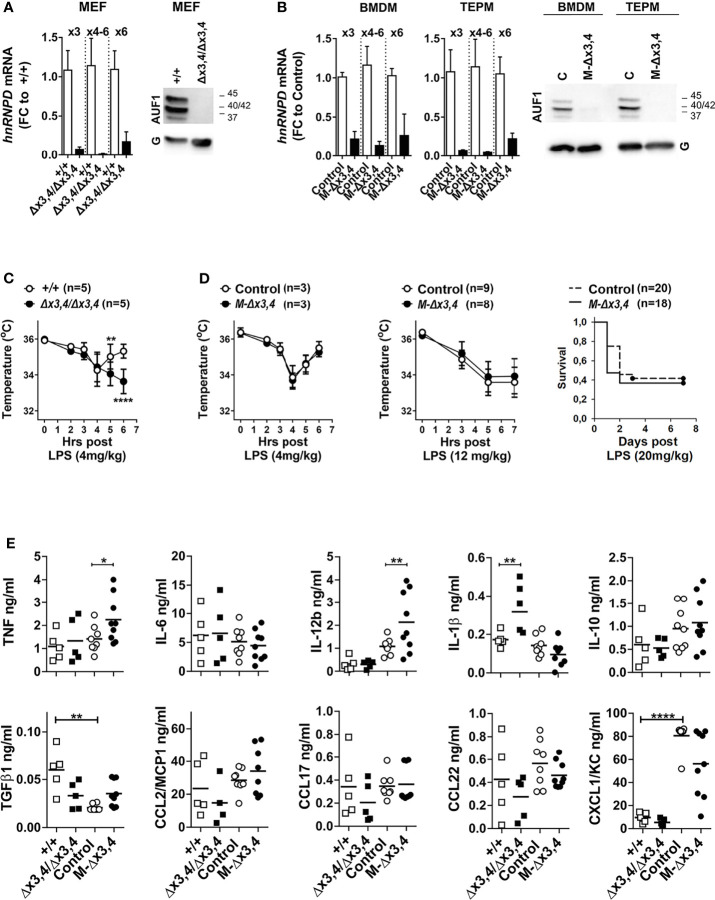
Whole-body and myeloid mutants of AUF1s differ in their responses to endotoxemia. Detection of *hnRNPD* mRNAs containing exons (x) 3 to 6 *via* qRT-PCR; and of AUF1 protein isoforms *via* immunoblots in extracts from **(A)** *hnRNPD^+/+^*, and *hnRNPD^Δx3,4/Δx3,4^* mouse embryonic fibroblasts (MEFs)**;** and **(B)** bone-marrow derived (BMDM) and thioglycolate-elicited peritoneal macrophages from control and *LysMCre^+^hnRNPD^flx3,4/flx3,4^ (M-Δx3,4)* mice. Bar graphs show mean fold change values ( ± SD) relative to the corresponding controls. Representative immunoblots indicate signals detected by an anti-AUF1 antibody or GAPDH (G) for quantitation. **(C)** Body temperature measurements of control and hnRNPD*^Δx3,4/Δx3,4^* mice at the indicated time-points post the intraperitoneal administration of the indicated does of LPS. **(D)** Body temperature and Survival measurements of control and *M-Δx3,4* mice at the indicated time-points post the intraperitoneal administration of the indicated doses of LPS. Line graphs depict mean temperature values ( ± SD); or Kaplan-Maier percentile cumulative survival. n denotes number of mice per group. **(E)** Detection of inflammatory mediators in the sera from control, whole body (n=5/genotype) and myeloid mutant mice (n=8-9/genotype) 90mins post administration of 4mg/Kg LPS. Scatter plots indicate individual and mean protein values (line) as detected *via* cytometric bead arrays. For graphs in **(A, C–E)** (*,**,****) denote p values ≤ 0.05, ≤ 0.01 or 0.00001 respectively as determined *via* One-Way ANOVA.

To identify whether AUF1s have specific functions in innate immune cells, we restricted the *Δx3,4* mutation in the mouse myeloid linage *via* crossing the *hnRNPD^flx3,4/flx3,4^* mice to a *LysMCre^+^* line. Contrary to whole-body mutants, *LysMCre^+^ hnRNPD^flx3,4/flx3,4^* mice (termed hereafter as *M-hnRNPD^Δx3,4^* or *M-Δx3,4* mice) appeared phenotypically normal through a 12-month observation period. As in the case of *hnRNPDΔ^x3,4/Δx3,4^* MEFs, the reduction of AUF1 proteins in *M-hnRNPD^Δx3,4^* mice was verified in bone marrow-derived (BMDMs), thioglycolate-elicited peritoneal (TEMPs) macrophages and peritoneal Gr1^+^ polymorphonuclear cells (PMNs) but not in other myeloid derivatives like e.g. Siglec-F^+^ peritoneal eosinophils (**Figure 1B** and **Figure S1E**).

Published data on obligatory AUF1 deficient mice demonstrated their increased susceptibility to the systemic administration of lipopolysaccharides (LPS; endotoxins) from Gram-negative bacteria. LPS activates the canonical TLR4 pathway in immune and non-immune cells triggering an excessive cytokine storm (15). This leads to a variety of cytokine-induced danger signals in tissues and changes in physiology. Depending on the LPS dose, such changes range from hypothermia to systemic organ failure and lethality. To test whether our *mutant* mice responded to endotoxemia in an exaggerated manner, we challenged them first with a low dose of LPS (4mg/kg) and monitored changes in body temperature. In *hnRNPD^+/+^* mice, this dose elicited a temperature drop till the 4^th^ hour post treatment which then recovered by the 6^th^ hour (**Figure 1C** **)**. Under the same conditions, the hypothermic response of *hnRNPD^Δx3,4/Δx3,4^* mice verified their enhanced susceptibility. The drop in their body temperature was not transient but continued past the 4^th^ hour leading to a moribund state which necessitated the termination of the experiment. Surprisingly, the hypothermic response of *M-hnRNPD^Δx3,4^* mice to the same treatment was as transient as in the case of their control and of *hnRNPD^+/+^* mice **(** **Figure 1D** **).** Similarly, the susceptibility of *M-hnRNPD^Δx3,4^* mice to higher doses of LPS prolonging hypothermia (12mg/kg) or leading to sub-lethality (20mg/kg) was comparable to that of their corresponding controls (**Figure 1D**).

The different response of the whole-body to the myeloid mutants could reflect changes in the spectrum of inflammatory mediators elicited by LPS. To address this, we measured 10 prototypical mediators in the sera of all mice challenged with the low dose of LPS for 90mins (**Figure 1E**). Eight of these mediators (TNF, IL6, IL12b, IL1β, IL10, and the chemokines CCL2, 17&22) were detected in a similar range between the different control groups; whereas two (TGFβ1 & CXCL1) showed intergroup variations and were thus excluded from further comparisons.

In our analysis we noted selective quantitative differences between the mutants. *hnRNPD^Δx3,4/Δx3,4^* mice possessed higher pro-inflammatory IL1β, whereas this was not observed in *M-hnRNPD^Δx3,4^* mice. The secretion of IL1β is elicited by inflammasomes which can sense signals from degenerating tissues (28, 29). Given the previous foreground on AUF1s control over senescent or homeostatic programs (17), the exacerbated response of the whole-body mutants to LPS might be a secondary consequence of inflammatory tissue degenerations enhanced by the loss of such programs in afflicted tissues.

Notably, the sera from the challenged *M-hnRNPD^Δx3,4^* mice revealed augmentations in pro-inflammatory TNF and IL12b. The mRNAs encoding these cytokines are subject to ARE-mediated control, and their augmented presence connects to the enhanced LPS-response of mouse mutants lacking other ARE-BPs like *Zfp36/TTP*, *TIA1*, or *Elavl1/HuR* (4, 11). Unlike those mutants, the *M-hnRNPD^Δx3,4^* mice did not display an exacerbated response to LPS despite the presence of higher TNF and IL12b; whereas the quantity of these cytokines was not altered in *hnRNPD^Δx3,4/Δx3,4^* mice. These observations may be taken to suggest that (a) AUF1s have a more limited role upon the secretion of TNF and IL12b which may be masked by the pleiotropic events underlying the response of the whole-body knockouts, and (b) the activities of TNF and IL12b in our myeloid mutants could be compensated due to the effects of AUF1s’ loss upon other myeloid-derived effectors or inhibitors acting downstream of these cytokines.

### Myeloid AUF1 Is Dispensable for Pro-Inflammatory and Type I Immune Reactions Facilitating the Development of Chemically-Induced Intestinal Inflammation

The invariable, yet puzzling, systemic response of our myeloid AUF1 mutants to endotoxin prompted us to screen them for more restricted, cell-mediated and organ specific inflammatory responses. We started with two well-established models of intestinal inflammation elicited by chemical irritants. In the first model, inflammation in the colon is induced by the addition of dextran sodium sulfate (DSS) in the drinking water of mice for 7 days (30). This disrupts the colonic epithelial barrier allowing entry of commensal bacterial antigens and activation of underlying innate immune cells. The inflammatory stimulus is subsequently removed to allow for the resolution of inflammation and the restitution of the epithelium. Clinical symptoms (i.e. weight loss, diarrhea and bloody stools) were monitored daily for 15 days after the initial exposure to DSS, with endoscopic evaluation of the colon on day 8 and histological assessment on days 3, 6 and 13 representing the initiation, peak and restitution phases, respectively. The evaluation of the clinical and endoscopic parameters revealed that the disease activity of the *M-hnRNPD^Δx3,4^* mice, was indistinguishable from that in the controls (**Figures 2A, B** **)**. Similarly, the histological assessment verified that the inflammatory, degenerative and restitution phases in the afflicted colons progressed invariably between mutant and control groups (**Figure 2C**). To test whether *M-hnRNPD^Δx3,4^* mice could be differentiated *via* the cytokine variations we detected in their LPS response, we sought for disturbances in IL1β, TNF, IL6 & IL10 that are commonly engaged in systemic and mucosal inflammation. However, we failed to detect any statistical differences in the secretion of these cytokines by colonic explants isolated from mice on the 13^th^ day of the challenge (**Figure S2**). In the second model, colitis was induced by the haptenating agent 2,4,6-trinitrobenzene sulfonic acid (TNBS). This model is more complex because it relies on Type I adaptive immune responses encompassing the functions of Th1 T-helper subsets (31). Yet, innate immunity is paramount in this model as some form of clinical disease can occur even in the absence of lymphocytes. For the model, TNBS in ethanol was administered intrarectally in mice 7 days after a peripheral skin pre-sensitization, whereas a parallel group received only the ethanol vehicle (32). Weight changes were monitored for 5 days after administration of TNBS (**Figure 2D**), with parallel endoscopic evaluation on day 3 (**Figure 2E**) followed by histopathology at day 5 (**Figure 2F**). The kinetics of weight loss and recovery, the endoscopic scoring and the histological analysis of afflicted colonic tissue were nearly identical in control and *M-hnRNPD^Δx3,4^* mice (**Figure 2E**).

**Figure 2:**
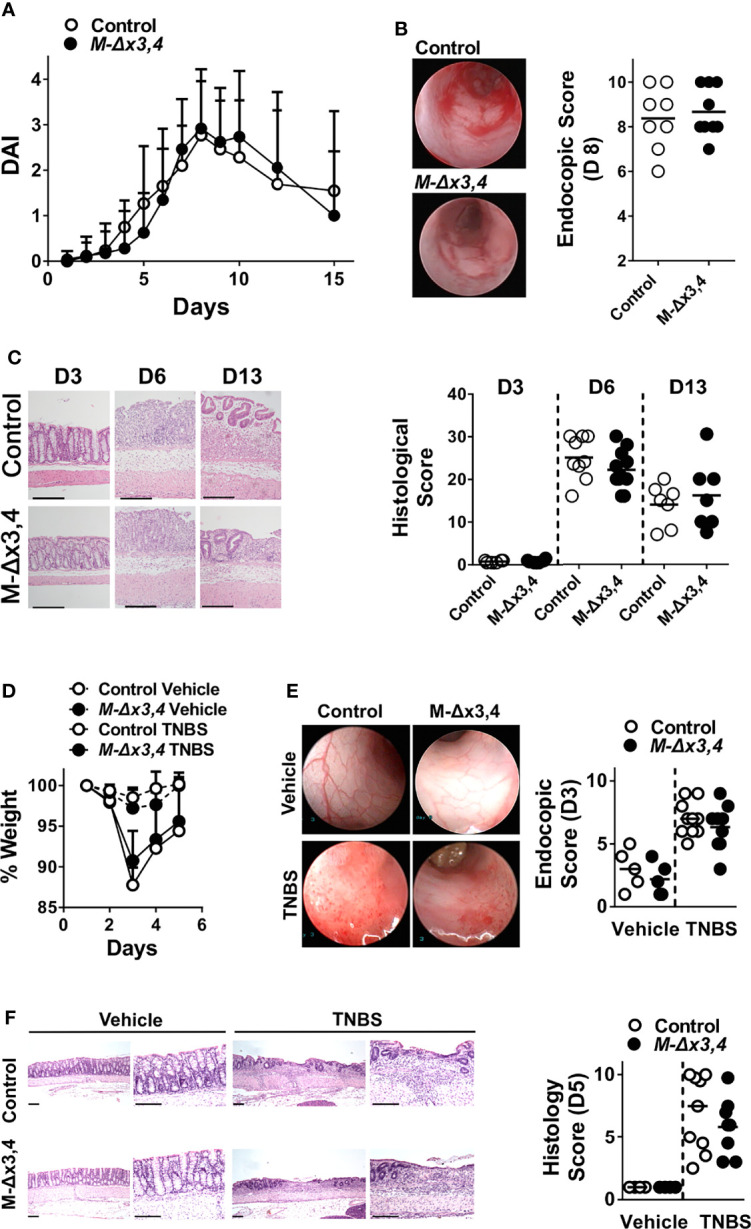
The ablation of AUF1 functions in myeloid cells does not affect the initiation nor the progression of chemically-induced intestinal inflammation. **(A)** Macroscopic Disease Activity Index (DAI) of control and *M-Δx3,4* mice after treated with DSS for seven days. Line graphs depict mean values ( ± SD; n_l_=20-28/group/genotype). **(B)** Representative photographs (left) and Scores (right) derived from the endoscopic evaluation of control and *M-Δx3,4* colons on the 8^th^ day of the DSS protocol. **(C)** *Left.* Histology of colonic tissue (left) from control and *M-Δx3,4* mice on days 3, 6 and 13 of the DSS protocol. Shown are representative photomicrographs of paraffin-embedded sections stained with H&E. Such sections were used for the evaluation of mean histological scores (*Right*) from 8-11 mice/genotype/timepoint). **(D)** Whole body-weight measurements of control and *M-Δx3,4* mice sensitized with TNBS and challenged intrarectally either with ethanol vehicle or TNBS. Line graphs depict mean weight values ( ± SD) from n=5-9 mice/group/genotype **(E)** Representative photographs (left) and Scores (right) derived from the endoscopic evaluation of control and *M-Δx3,4* colons from mice treated with ethanol vehicle (n=5/genotype) on TNBS (n=9-10/genotype) for 3 days. **(F)** *Left.* Histology of colonic tissue (left) from control and *M-Δx3,4* mice on day 5 of the TNBS protocol. Shown are representative photomicrographs of paraffin-embedded sections stained with H&E. Such sections were used for the evaluation of mean histological scores (*Right*) from Vehicle treated (n=5/genotype), on TNBS treated (n=9-10/genotype) mice. For **(B–F)**, Scatter plots indicate individual and mean protein values (line). The lack of statistical significance was tested *via* One-Way ANOVA.

Collectively our data indicate that myeloid AUF1s are dispensable for the proinflammatory and Type I cell-mediated immune reactions which facilitate intestinal inflammation in models of chemically-induced colitis.

### Myeloid AUF1 Is Required for the Development of Allergic Airway Inflammation

Next, we screened for changes in Type II cell-mediated responses such as those observed in allergy and hypersensitivity reactions (33). To do so we explored an animal model of human asthma where lung inflammation is elicited post the systemic sensitization of mice to Ovalbumin (OVA) and subsequent to a local challenge with aerosolized OVA. This leads to a skewed Th2 response, the production of OVA-specific IgE, the elicitation of eosinophilic lung inflammation, and airway obstruction. In this model, immunoregulatory innate immune cells promote the recruitment of eosinophils and lymphocytes; and sustain the Th2 feedback loop while counteracting pro-inflammatory, neutrophilic and Th1 responses.

Relative to mice challenged with PBS, both Control and *M-hnRNPD^Δx3,4^* mice challenged with OVA mounted the allergic response. However, the lungs of challenged *M-hnRNPD^Δx3,4^* mice displayed less peribronchial (PBI) and perivascular (PVI) inflammation, reduced fibrosis, and decreased bronchial mucus metaplasia relative to the lungs of control mice (**Figures 3A, B** **)**. This correlated with a significant reduction in OVA-specific IgE in the sera of *M-hnRNPD^Δx3,4^* mice (**Figure 3C**) and a dramatic decrease in cells infiltrating their Bronchioalveolar Fluid (BALF; **Figure 3D**). Flow cytometric analysis of BALF exudates from the *M-hnRNPD^Δx3,4^* lungs revealed that this numeric reduction was not only restricted to eosinophils but extended to all central myeloid and lymphoid infiltrates (**Figure 3E** and **Figure S3**).

**Figure 3:**
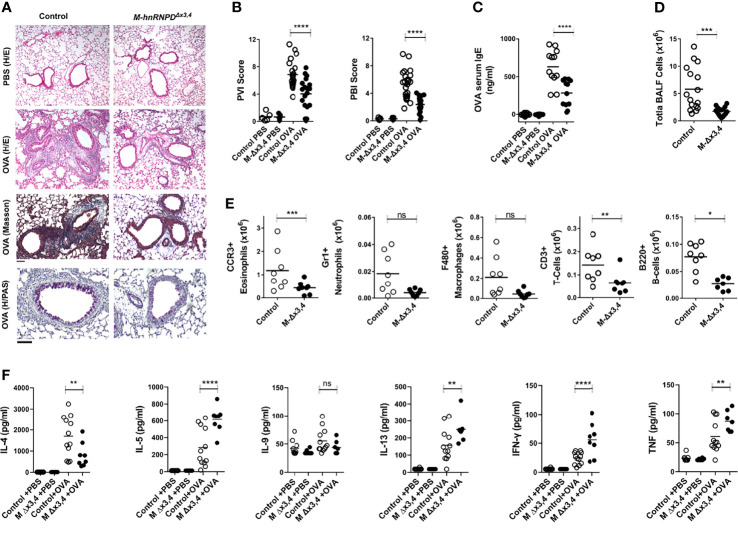
The ablation of AUF1s functions in myeloid cells attenuates the development of allergic-airway inflammation. **(A)** Representative histology of lung tissue from control and *M-Δx3,4* mice at the endpoint of treatment with aerosolized Ovalbumin (OVA). Photomicrographs of paraffin-embedded sections stained with Hematoxylin & Eosin (H&E) for the generic assessment of pathological features of peribronchial and perivascular inflammation in mice treated either with OVA or PBS vehicle; as well as Masson trichrome for fibrosis and Periodic Acid Schiff (PAS) for bronchial mucus metaplasia in OVA challenged mice. Scale bar corresponds to 50μm. **(B)** Estimation of Perivascular (PVI) and Peribronchial (PVI) Inflammation Score in Control and *M-Δx3,4* mice. Scatter plots indicate individual values and means (lines) derived from the scoring of H&E stained sections derived from n=17-22 mice/genotype. **(C)** Quantitation of total anti-OVA IgE in the sera of control and *M-Δx3,4* mice challenged with OVA or PBS vehicle. Scatter plots indicate individual values and means (lines) as assessed *via* ELISA of sera from n=11 mice/genotype. **(D)** Endpoint quantitation of total cell numbers in BALF from Control and *M-Δx3,4* mice treated with OVA. Scatter plots indicate individual values and means (lines) as assessed *via* coulter counting of BALFs from n=15-17 mice/genotype. **(E)** Absolute quantitation of distinct cellular subsets in the BALF of Control and *M-Δx3,4* mice treated with OVA. Scatter plots indicate individual values and means (lines) as assessed *via* the flow cytometric analysis of BALFs from n=8 mice/genotypeanalyzed *via* the gating strategy indicated in **Figure S3**. **(F)** Detection of T-helper lymphokines in the BALFs from control and *M-Δx3,4* mice challenged with OVA or PBS vehicle. Scatter plots indicate individual and mean protein values (line) as detected *via* cytometric bead arrays. For graphs in **(B–F)** (ns, *, **, ***, ****) denote p values > 0.05, ≤0.05, ≤0.001, ≤0.0001, ≤0.00001 respectively as determined *via* One-Way ANOVA.

The assessment of BALFs for T-helper 2 lymphokines (**Figure 3F**) revealed a significant reduction of IL-4 in the lungs of challenged *M-hnRNPD^Δx3,4^* mice whereas other lymphokines engaged in the allergic response were either augmented (e.g. IL-5, IL-13) or remained unchanged (e.g. IL-9). However, we detected significant elevations in the Th1-lymphokine IFNγ and of pro-inflammatory TNF. Together, our data indicate that the loss of AUF1s functions in myeloid cells restricts the progression of allergic airway infiltration and skews T-helper functions.

### AUF1 Is Dispensable for Macrophage Activation and Central Polarization Programs

The resistance of *M-hnRNPD^Δx3,4^* mice to allergic airway inflammation as opposed to their normotypic response to endotoxemia and colitis, suggested that in innate cells, AUF1 does not act as an anti-inflammatory factor. Instead it appears to be engaged in signal-induced programs balancing cell-mediated immune reactions.

To gain further insight into this, we focused our subsequent analyses on macrophages as a prototypical innate-immune subset. Given the prior connection of AUF1s to pro-inflammatory control, we sought for comprehensive changes in RNA expression incurred by the loss of this RBP in macrophages activated by the predominant TLR4 ligand -i.e., LPS- for 4hrs. We decided to assess only mature mRNAs associated with the response without considering immature, fragmented and non-coding RNAs. To do so, we used 3′ end sequencing of transcripts (Quantseq) and performed our analysis on transcript rather than on gene level. 

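RNA from 3 control and 3 M-Δx3,4 BMDM cultures, each treated with 100 ng/ml LPS for 4 hrs, was sequenced from the 3′ ends. The authors deposited the number of reads they counted on each 3′ UTR region, without normalization, and a table of their own comparison. The counts of the regions of 1 transcript were summed here, giving 142567 transcripts of which 52013 had at least 1 count. Regions of overlapping transcripts hold the same reads, and 27.1% of the transcripts with a count repeated the counts of another transcript of the same gene, so transcripts of 1 gene are not independent of each other. The summed counts came to 5852374, 6666525 and 5944470 in the control libraries and to 6627536, 7050362 and 9008878 in the M-Δx3,4 libraries. Taking only the transcript with the highest count of each gene, the totals ran from 2504711 to 3847170. Counts were normalized by DESeq2's median of ratios as computed in edgeR, transcripts above the median of all normalized counts (4.89) in at least 1 library were kept, and M-Δx3,4 was compared with control by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Values per group are normalized counts with their SD (n = 3 cultures). The exact permutation test of 3 cultures against 3, two-sided, cannot give a p under 0.1.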

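Of the 32475 transcripts tested, from 11888 genes, 1340 (4.13%) had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. With an absolute log2 fold change of at least 1 in addition, 1071 transcripts remained, 406 higher and 665 lower in M-Δx3,4 than in control BMDMs (62.1% lower). They belonged to 559 genes and held 768 different sets of counts. In 590 of the 1071 (55.1%) the control and M-Δx3,4 libraries did not overlap. Among all transcripts tested the share was 8.9%, against 10% by chance. The 1071 were selected by the difference between the same groups, which favours libraries that do not overlap, so their share is not a test. In 409 of the 1071, 1 of the groups had no library above 3 counts. No transcript had an adjusted p under 0.05, and the smallest adjusted p was 0.824. Leaving out control replicate 1 moved the number of transcripts most, to 3224, of which 40.2% were lower. Without control replicate 3 it was 710, of which 50.4% were lower. With all libraries kept, it ran from 213 at a threshold of 0.01 on the unadjusted p to 1715 with no filter.

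Among genes other than Hnrnpd whose libraries did not overlap, each by its transcript with the highest mean count, the smallest edgeR p-values for a decrease belonged to H2-Aa, Armcx2, Igkc, Lsm1 and Apoc2. H2-Aa (ENSMUST00000040655) had 208.6 ± 56.9 normalized counts in control and 49.7 ± 6.1 in M-Δx3,4 BMDMs, a log2 fold change of -2.07 (standard error 0.37). The log2 fold changes of the other 4 were -2.20 for Armcx2, -1.56 for Igkc, -1.87 for Lsm1 and -1.63 for Apoc2. For an increase they belonged to Gm15987, Zc4h2, Sh3tc1, Fli1 and BC147527. Gm15987 and Zc4h2 had 0 counts in every control library. Taking 3 counts as the floor, they were at least 2.3-fold and at least 2.5-fold higher in M-Δx3,4 BMDMs. The M-Δx3,4 libraries of Zc4h2 had 5.9, 16.5 and 2.3 normalized counts, so its bound rests mostly on replicate 2. Sh3tc1 had a log2 fold change of 1.77, Fli1 of 1.68 and BC147527 of 1.60. Gm15987 was counted from 128950955 to 128951203 and BC147527 from 120308650 to 120308898. Both regions are only as long as the 249 bases by which counted regions passed the annotated 3′ ends. Reads on them may therefore lie outside the annotated transcripts. Across the fits that each left out 1 library these 10 genes kept their direction, while Zc4h2 lost its unadjusted p under 0.05 without M-Δx3,4 replicate 2.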

Our search for changes (with a log2 Fold Change of 1 and p value<0.05) between the profiles of *M-hnRNPD^Δx3,4^* and control BMDMs showed an unexpectedly small number of differentially expressed transcripts (424 transcripts corresponding to 204 genes) **(** **Figure 4A** and **Table S1** **).** Moreover, 2/3 of the transcripts appeared as downregulated in AUF1-deficient macrophages **(** **Figure 4B** **),** contrasting the original hypothesis on AUF1s’ as primary decay-promoting factors. 

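The hnRNPD gene (Hnrnpd) lies on the minus strand of chromosome 5 of mm10. The transcripts of p37 (ENSMUST00000072750), p40 (ENSMUST00000019128) and p42 (ENSMUST00000112939) were counted over regions that start at 99960753, 99960349 and 99960749 and share their other borders, and their counts were identical in every library. Normalized, they were 177.8, 104.2 and 69.6 in the control libraries and 52.8, 12.6 and 16.0 in the M-Δx3,4 libraries (117.2 ± 55.3 against 27.2 ± 22.3). The log2 fold change was -2.11 (standard error 0.54, adjusted p = 0.984 from edgeR's quasi-likelihood test), and every M-Δx3,4 library was under every control library (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). With each library left out in turn it stayed between -3.02 and -1.69. Of the 4 transcripts annotated as NMD targets, ENSMUST00000171106 had a log2 fold change of -2.11, ENSMUST00000171640 and ENSMUST00000164833 each of -2.05, and ENSMUST00000168396 of -2.92. All 4 share counted reads with p37, so their decreases are not independent of it. Over the alternatives the adjusted p of the p37 transcript ranged from 0.00165, with no filter on low counts, to 1 in the edgeR fit without M-Δx3,4 replicate 3. Counting 3′ ends does not show whether exons 3 and 4 are present in an RNA.

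**Figure D1:**
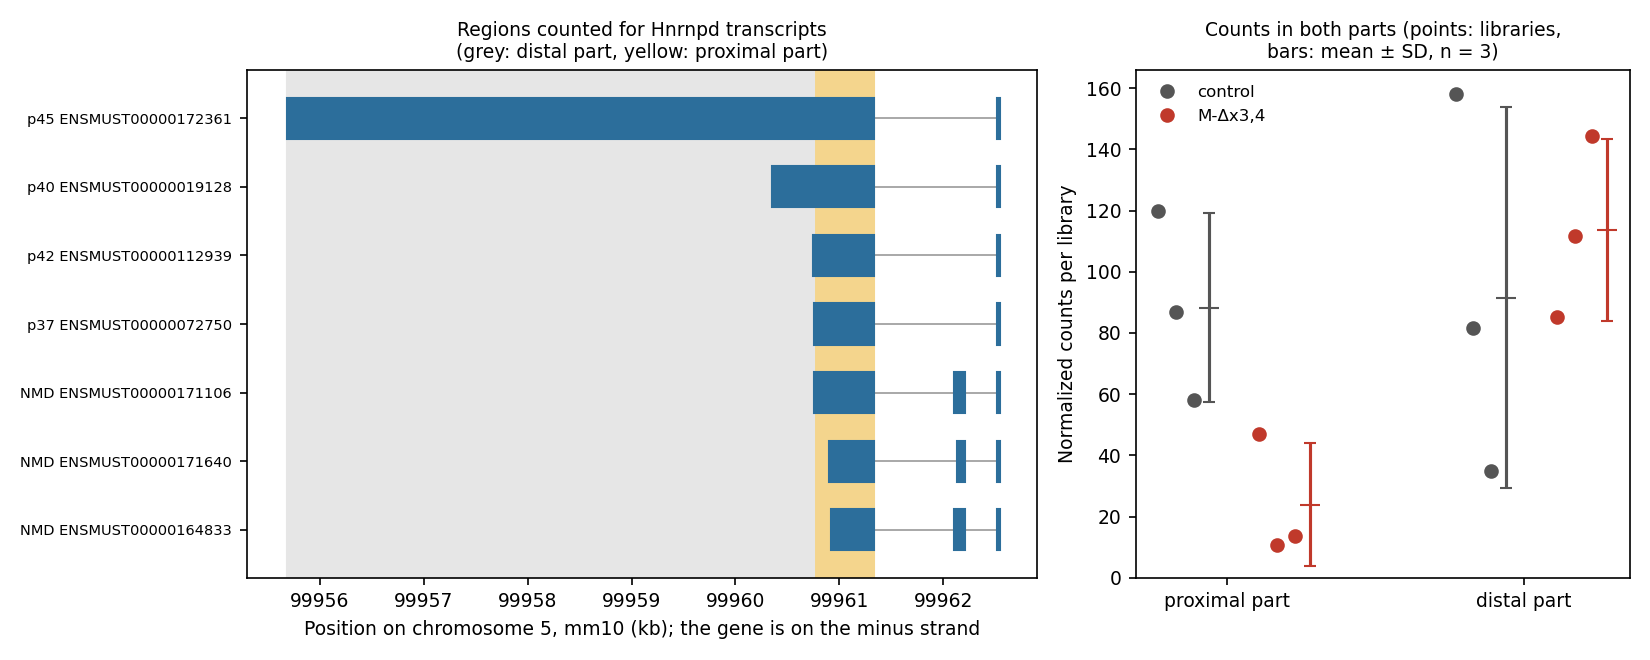
Left, the regions counted for 7 Hnrnpd transcripts along chromosome 5 of mm10 (kb), with the part shared with p37 in yellow (proximal) and the part counted for p45 and, at its edge, for p40 and p42 in grey (distal). Right, normalized counts per library in the proximal and distal parts, with the mean and SD of 3 control and 3 M-Δx3,4 libraries. The M-Δx3,4 libraries lie between 10.7 and 47.0 in the proximal part, under all control libraries, and overlap them in the distal part.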

By inspecting the dataset for changes in *hnRNPD* RNAs we verified the reduction of three RNA isoforms; and in three RNAs derived from Nonsense-mediated decay (NMD) **(** **Figures 4A, C** **)**. 

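The region counted for p45 (ENSMUST00000172361) runs from 99955686 to 99961333 and contains the proximal region counted for p37. Together with the short region from 99962515 to 99962544, which p37 also has, it held 208.8 ± 117.4 normalized counts in control and 140.9 ± 18.3 in M-Δx3,4 BMDMs, with a log2 fold change of -0.57 (standard error 0.41, adjusted p = 0.984 from edgeR's quasi-likelihood test) and overlapping libraries (exact permutation test, two-sided, p = 0.6). In the authors' TPM values, which divide by the length of the region, the p45 transcript had 2.71 ± 1.69 in control BMDMs and p37 had 14.1 ± 7.59. Without that short region and split at position 99960753, the proximal part had 88.2 ± 30.9 normalized counts in control and 23.8 ± 20.1 in M-Δx3,4 BMDMs, and the distal part, of which p40 and p42 cover only the edge, 91.5 ± 62.2 and 113.7 ± 29.7. The distal part did not differ between the groups beyond the spread of the libraries (exact permutation test, two-sided, p = 0.6). The overlap rests on control replicate 1 (158.1). Control replicates 2 and 3 (81.7 and 34.8) lay under every M-Δx3,4 library (85.1, 111.7 and 144.4). The distal share of the p45 region was 56.9%, 48.5% and 37.5% in the control libraries and 64.4%, 91.3% and 91.3% in the M-Δx3,4 libraries.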

Notably, the RNAs of other isoforms including that of the larger p45 **(** **Figure 4C** **)** were poorly expressed in macrophages suggesting the predominance of the p37, p40 & p42 isoforms in these cells.

**Figure 4:**
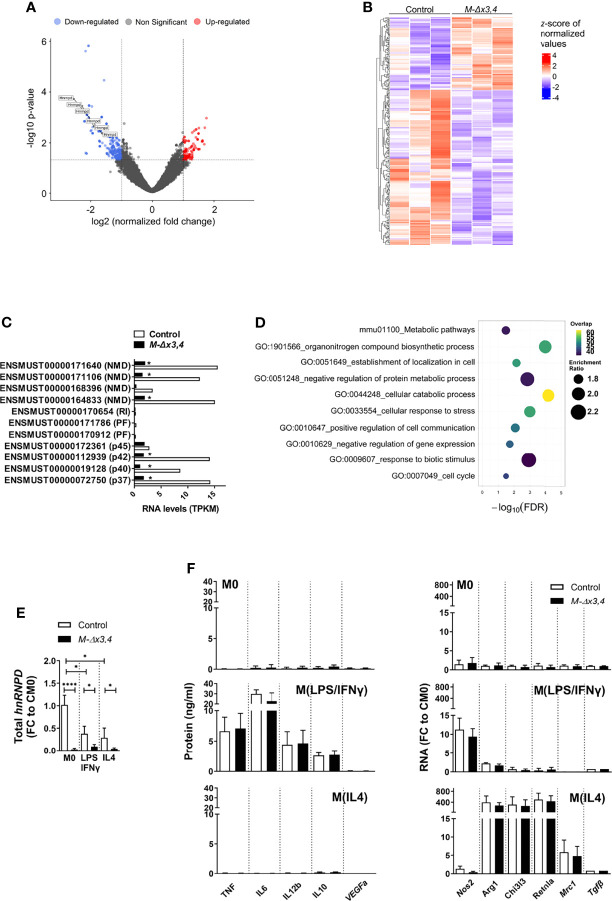
Macrophages lacking AUF1 functions display minimal changes in their activation programs and properly acquire M1- and M2a- like phenotypes *in vitro.* **(A)** Volcano plot depicting the distribution of the adjusted P values (-Log10 (adjusted P value) and the fold changes (Log2 FC) of mRNA transcripts differing between control and *M-Δx3,4* BMDMs treated with LPS for 4hrs and analyzed *via* 3’end sequencing. Significantly upregulated and downregulated transcripts are indicated by color. **(B)** Heatmap depicting the extend of significant changes in the levels of transcripts differing between 3 samples of LPS treated control and *M-Δx3,4* BMDMs. **(C)** Quantitation of *hnRNPD* RNA isoforms as derived from sequencing analyses of activated control and *M-Δx3,4* BMDMs. Bar graphs depict mean values of Transcripts Per Kilobase Million (TPKM) of ENSEMBL annotated RNAs for the p37,40,42 & 45 isoforms of AUF1; other protein coding fragments (PF); retained intron transcripts (RI); or RNAs yielded *via* NMD. (*) asterisks denote statistical significance as per the bioinformatic analyses of the datasets. **(D)** Functional classification of differential expressed transcripts as identified *via* Webgestalt (2019). Bubble plots indicate the enrichment scores and overlap of the functional categories. **(E)** Quantitation of total hnRNPD mRNA in Control and *M-Δx3,4* BMDMs (n=5) in a resting state (M0), following exposure to LPS+INFγ, or IL4. Bar graphs denote mean fold changes (FC ± SD) in exon 3 containing mRNAs relative to resting control values (CM0) as assessed *via* qRT-PCR. **(F)** Quantitation of factors marking the classical or the alternative polarization of macrophages in control and *M-Δx3,4* BMDMs (n=10) either in a resting state (M0), following exposure to LPS+IFNγ, or IL4. Bar graphs denote mean values ( ± SD) of secreted proteins assessed *via* Cytometric bead arrays; or mean fold changes (FC) in mRNAs relative to resting control values (CM0) as assessed *via* qRT-PCR. In all bar graphs, (*, ****) denote p values ≤0.05 or ≤0.00001 respectively as determined *via* unpaired Student’s t-test.

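Across the 4723 genes with a mean above 50 normalized counts, the correlation between the log2 counts of 2 libraries (across genes, which are not independent replicates) ran from 0.764 for control replicates 1 and 3 to 0.971 for control replicate 1 and M-Δx3,4 replicate 3. Among the M-Δx3,4 libraries it was between 0.950 and 0.952. The first principal component held 62.1% of the variance and placed control replicate 1 at 30.4, control replicate 2 at -9.3 and control replicate 3 at -54.9, with the M-Δx3,4 libraries at 5.3, 7.2 and 21.3, so the spread within the control group exceeded the distance between the groups.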

To explore further the biological consequences of these differences in macrophage activation, we performed functional analysis using WebGestalt (2019). Ten weighted terms were identified as significant with an FDR<0.05 **(** **Figure 4D** **)**. 

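The RNA regulators Elavl1, Eif4a3, Hnrnpa2b1 and Hnrnpu were each represented by the transcript with the highest mean count. Elavl1 (ENSMUST00000098950) had 191.0 ± 45.6 normalized counts in control and 321.8 ± 20.1 in M-Δx3,4 BMDMs, a log2 fold change of 0.75 (standard error 0.32). It was the only one of these 4 with an unadjusted p under 0.05 in edgeR's quasi-likelihood test. Hnrnpa2b1 had a log2 fold change of 0.75, Hnrnpu of 0.69 and Eif4a3 of -0.78. None of the 4 reached an absolute log2 fold change of 1, and none had an adjusted p under 0.05 over all transcripts (0.984 for each). The libraries of the 2 groups did not overlap for Elavl1 and Hnrnpu, while those of Hnrnpa2b1 and Eif4a3 did. Without control replicate 1, Hnrnpa2b1 (log2 fold change 1.24) and Eif4a3 (-1.03) passed the threshold of the paper. In the authors' deposited table, each of the 4 genes had at least 1 transcript with a combined p under 0.05, and none of those transcripts had an absolute log2 fold change of 1.

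**Figure D2:**
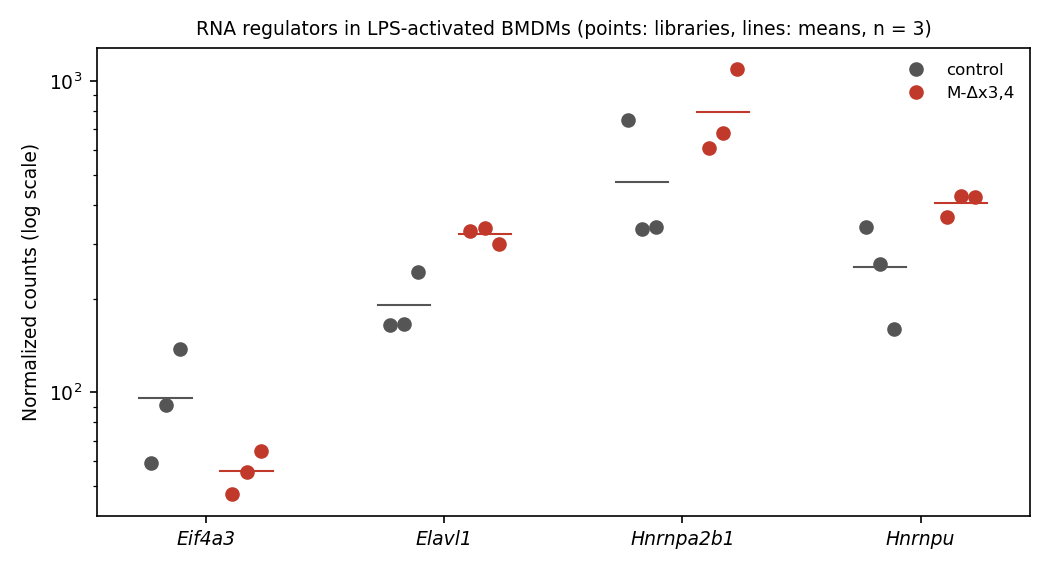
Normalized counts (log scale) of 4 RNA regulators in each of 3 control and 3 M-Δx3,4 libraries of BMDMs treated with LPS, with lines at the group means. Elavl1 rose from a mean of 191.0 to 321.8 normalized counts, and the libraries of Hnrnpa2b1 overlap between the groups.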

As expected, the term “negative regulation of gene expression” was significantly enriched in the dataset and included RNA regulators involved in nuclear and cytoplasmic events besides *hnRNPD* (e.g. *Elavl1, Eif4a3, hnRNPs A2/B1* & *U, Pum1*). This implied that AUF1s may act in the apex of several regulons for RNA control. However, these regulons did not connect to changes in cytokines. 

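Of 73 genes named as cytokines or chemokines (and 1 receptor, Il21r, that the name pattern also caught), 49 could be tested at this depth. There were 4 with an unadjusted p under 0.05 in edgeR's quasi-likelihood test, of which Cxcl3 and Ltb also reached an absolute log2 fold change of 1. Both were near the floor of detection. Cxcl3 had 5.4 ± 3.8 normalized counts in control BMDMs and no M-Δx3,4 library above 3 counts, which makes it at least 2.0-fold lower. Ltb had 5.5 ± 4.1 in control and 15.8 ± 5.9 in M-Δx3,4 BMDMs, a log2 fold change of 1.49 (standard error 0.69). Neither could be tested among the transcripts with at least 10 counts in every library. The other pair, Ccl5 and Il27, had log2 fold changes of -0.67 and -0.97, and for Il27 the groups overlapped. Il27 passed the threshold with 1 transcript per gene and without control replicate 1 or control replicate 2, and transcripts of Cxcl16, Cxcl13 and Il1b each passed in 1 fit that left out a library. Ccl9, named after its values were seen, was represented by a transcript with a log2 fold change of 0.25, while its minor transcript ENSMUST00000136131 had 1.9 ± 2.4 normalized counts in control and 11.9 ± 1.6 in M-Δx3,4 BMDMs and passed the threshold (log2 fold change 2.59). No gene of the list had an adjusted p under 0.05, over all transcripts or adjusted over the list alone. The set as a whole showed no direction (limma's fry test, 29 of 49 lower, adjusted p = 0.524). From the RNA regulators in the enriched term, the paper proposes that AUF1s may stand at the top of several regulons, and states that these did not reach the cytokines.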

Rather they connected to (a) metabolic changes such as those relating to nitrogen containing biomolecules or ATP; (b) negative effects of stress in protein modification or use and (c) extracellular signals transmitted by biotic stimuli such as those produced by the same or other cells.

We postulated that AUF1s may regulate innate immune responses depending upon signal-induced changes in cellular metabolism as in those inducing the wide spectrum of polarized macrophage phenotypes. Extremes of this spectrum can be elicited *in vitro* through different signaling combinations supporting either the classical pro-inflammatory phenotype (M1-like); or a multitude of alternative phenotypes (M2-like; M2a,b,c,d) (34). M1-like macrophages are driven by Toll-like receptor (TLR) and interferon signals and use Nitric Oxide Synthase 2 (NOS2) to metabolize arginine to nitric oxide (NO) which can be further metabolized to downstream reactive nitrogen species. Functionally, they mount pro-inflammatory type-I and Type III immune responses against bacteria, intracellular pathogens, and tumor cells and support pathologic tissue damage like in sepsis and IBD and cellular transformation if uncontrolled. Differently, the major subset of M2 macrophages is driven by IL-4 (and/or IL13; M2a) and use Arginase 1 (ARG1) to hydrolyze arginine to urea and ornithine for the support of polyamine and proline synthesis. Functionally, M2 macrophages inhibit M1-like pro-inflammatory responses, promote vascular remodeling, tissue regeneration and helminth control; but also support pathologic Type II immune responses (e.g., as in allergy), tumor vascularization and growth (35, 36).

In response to signals promoting a classical M1 phenotype (i.e., LPS+IFNγ) the total levels of *hnRNPD* transcripts were reduced (**Figure 4E**). Still, M1 polarized *M-hnRNPD^Δx3,4^* BMDMs secreted TNF, IL6, IL12, IL10 and expressed the Nos2 and several chemokine mRNAs at levels comparable to control macrophages and only under the specific signaling regime (**Figure 4F** and **Figure S4**). Intriguingly, and in response to the M2-promoting cytokine IL-4, *hnRNPD* transcripts were also reduced (**Figure 4E**); and *M-hnRNPD^Δx3,4^* BMDMs elevated properly the characteristic *Arg1, Mrc1, Retnla/Fizz1, Chi3l3/Ym1* mRNAs whereas M1 markers remained silent **(** **Figure 4F** and **Figure S4** **).**

Together, our *ex vivo* data indicate that AUF1s may not be required to establish central macrophage activation and M1 or M2a-like polarization programs. However, their connection to regulatory catabolic programs may be linked instead to their requirement for transition between programs occurring in other polarization settings.

### AUF1s Is Required for the Adenosine-Induced Transition of Pro-Inflammatory Macrophages Towards a Pro-Angiogenic Phenotype

*In vivo*, M1- and M2- like macrophages co-exist in inflammatory settings, and their plasticity allows them to switch their phenotype in response to microenvironment derived cues. Apart from the highly polarized macrophages induced by LPS ± IFNγ or IL4, several different alternative subsets have been described *in vitro.* These subsets presumably mimic phenotypes switching in response to particular tissue signals that block one phenotype for another to occur (25, 37). For example, when LPS-primed macrophages are exposed to the combination of homeostatic TGFβ and anti-inflammatory IL10 they “deactivate” proinflammatory mediators and acquire an M2-like identity (also known as M2c) (38). In response to TGFβ and IL10, the expression of *hnRNPD* mRNAs was as low as in the case of macrophages treated with LPS; still, LPS-activated *M-hnRNPD^Δx3,4^* BMDMs reduced their secretion of TNF, IL-6 and IL-12 while upregulating the M2-associated mRNAs of *Arg1, Chi3l3* and *Retnla* (**Figure 5A**) in a manner similar to control macrophages.

**Figure 5:**
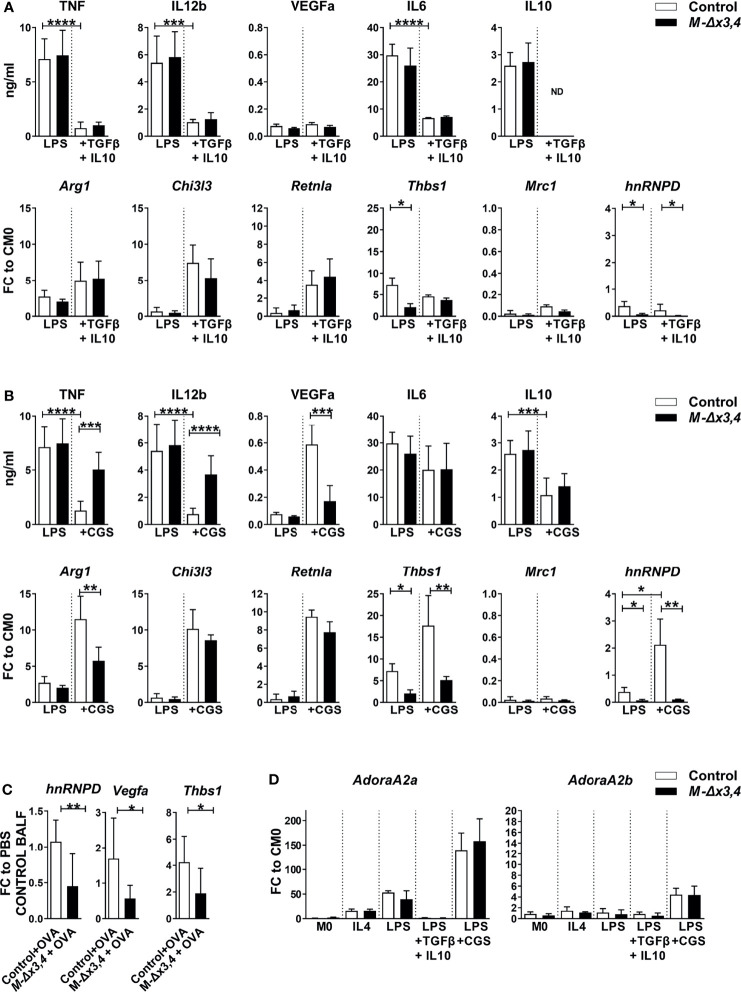
Macrophages lacking AUF1s functions show defects in their transitions in response to adenosine receptor signals but not in response to TGFβ and IL10. Quantitation of factors marking the classical or the alternative polarization of macrophages as well as detection of *hnRNPD* expression in response to **(A)** the combination of TGFβ+IL10 and; **(B)** adenosine A2A receptor agonist (CGS) in LPS-activated control and *M-hnRNPD^Δx3,4^* BMDMs (n=10). Bar graphs denote mean values ( ± SD) of secreted proteins assessed *via* Cytometric bead arrays; or mean fold changes (FC) in mRNAs relative to resting control values (CM0) as assessed *via* qRT-PCR. **(C)** Detection of *hnRNPD*, *Vegfa* and *Thbs1* mRNAs in BALF cells from OVA-treated samples (n=5-6) relative to untreated (PBS) values as assessed *via* q RT-PCR. **(D)** Quantitation of *Adora2a* and *Adora2b* mRNAs in control and *M-hnRNPD^Δx3,4^* BMDMs (n=10) in response to the indicated signals. Bar graphs denote mean values ( ± SD) or mean fold changes (FC) in mRNAs relative to resting control values (CM0) as assessed *via* qRT-PCR (*, **, ***, ****) denote p values ≤0.05, ≤0.001, ≤0.0001, ≤0.00001 respectively as determined *via* unpaired Student’s t-test.

Another macrophage switching effect is observed, when the M1 macrophages are exposed to purinergic signals stimulated by adenosines (described loosely as M2d) (39). Adenosines bind to A2A receptors to suppress pro-inflammatory mediators while enhancing the expression of M2 markers; but also augment the expression of vascular remodeling factors like VEGFα and one of its downstream regulators, Thrombospondin-1 encoded by the *Thbs1* mRNA (40, 41). To explore the response of LPS-activated macrophages to adenosines, we used the specific adenosine A2A receptor agonist, CGS-21680 (CGS). In control BMDMs primed with LPS, CGS suppressed the expression of TNF, IL-12b and IL10 but not of M1-related chemokines; induced the secretion of VEGF and the expression *Arg1, Chil3l3, Retnla and the Thbs1* mRNAs; and -strikingly- augmented the expression of *hnRNPD* transcripts (**Figure 5B** and **Figure S5**). On the contrary, *M-hnRNPD^Δx3,4^* BMDMs exposed to LPS+CGS failed to downregulate specifically TNF and IL12 and were unable to augment properly VEGFα and the, *Thbs1* and *Arg1* mRNAs (**Figure 5B** and **Figure S5**).

The compromised expression of VEGFα & Thrombospondin as opposed to the enhanced TNF by *M-hnRNPD^Δx3,4^* BMDMs suggested that AUF1s may be involved in the macrophage specific support of vascular permeability of inflamed tissues. Indeed, we noted that the reduction of *hnRNPD* expressing cells in the BALF of OVA challenged *M-hnRNPD^Δx3,4^* mice related to comparable reductions in the *Vegfa* and *Thbs1* mRNAs (**Figure 5C**).

Three pieces of evidence suggested that AUF1s control selective transcripts rather than adenosine receptor signaling. First, the induction of *Chil3l3 and Retnla* mRNAs and the reduction of secreted IL10 in *M-hnRNPD^Δx3,4^* BMDMs were comparable to those in control macrophages (**Figure 5B**) Second, the expression of the *Adora2a* mRNA encoding the A2A receptor was enhanced 150-fold in both control and AUF1 lacking macrophages exposed LPS+CGS and 50-fold in those treated with LPS whereas it was only minimally affected by other macrophage signals (**Figure 5D**). Similarly, the loss of AUF1s did not affect the macrophage expression of *Adora2b* mRNA encoding the A2B receptor that may act synergistically to A2A and which was exclusively enhanced 5-fold by LPS+CGS (**Figure 5D**). Finally, the examination of downstream PKA activity which is commonly activated by LPS and LPS+CGS signals was not significantly altered by the loss of AUF1s (**Figure S6**).

These data indicate that AUF1s are required downstream of adenosine signalers to control specific transcripts during the switch of pro-inflammatory macrophages to those supporting vascular remodeling.

### The Loss of AUF1s in Myeloid Cells Inhibits Neo-Vascularization and Immune Infiltration of Tumors

M2-like pro-angiogenic macrophages usually appear as tumor-associated infiltrates (TAMs) to support tumor angiogenesis and growth (42). To connect the functions of myeloid AUF1s to tumor growth we used the model of B16 melanoma tumors transplanted subcutaneously in the flanks of syngeneic mice. Contrary to tumors in control mice, the tumors in *M-hnRNPD^Δx3,4^* mice grew to smaller volumes at the endpoint (**Figure 6A**), posing difficulties in their comparative evaluation of vessel density. In an effort to gain insight on tumor vascularization, we selected whose volume was proximal to the lower range of control tumor volumes compare their vessel density as marked by endothelial marker, CD31 (PECAM). As shown in **Figure 6B**, a reducing trend in the number of CD31^+^ vessels were observed in the tumors from *M-hnRNPD^Δx3,4^* mice but their low number precluded statistical validation. To gain indirect insight we assessed the inflammatory infiltration of all tumors following dissociation and analyses of their immune infiltrates *via* flow cytometry. The percentage of total immune CD45+ tumor infiltrates in *M-hnRNPD^Δx3,4^* mice was reduced 4-fold relative those in the tumors of control mice indicating a possible defect in tumor vasculature impeding immune infiltration (**Figure 6C**). We also noted reductions amongst the myeloid CD45+ cells expressing high levels of Gr1+ which includes neutrophils and myeloid-derived suppressive cells; and on CD11b+ Gr1 negative subsets suggesting limitations in the general myeloid influx.

**Figure 6:**
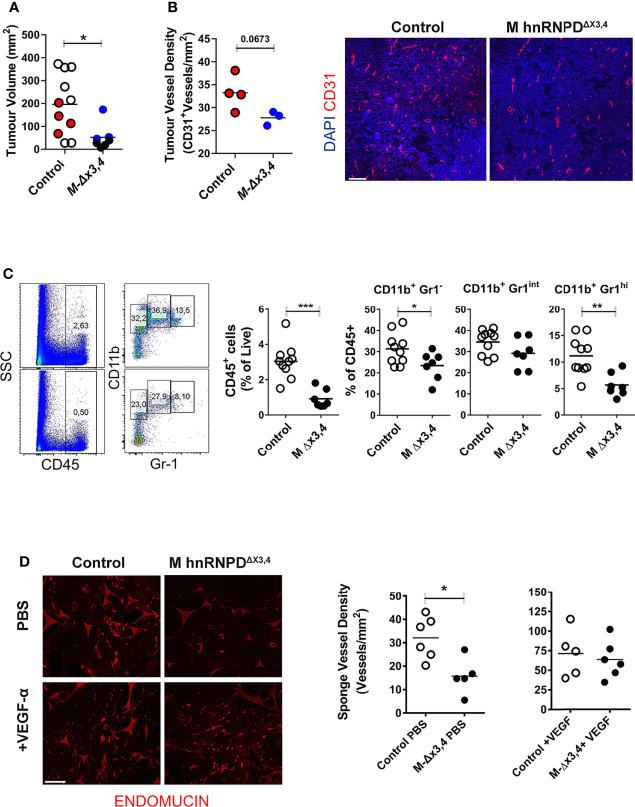
The ablation of AUF1 functions in myeloid cells attenuates tumor infiltration and the vascularization of inert grafts. **(A)** Endpoint quantitation of subcutaneous B16F0 tumor sizes of control and *M-hnRNPD^Δx3,4^* mice. Scatter plots indicate individual values and means (lines) of tumor volumes, n=10 mice/per genotype. Colored circles indicate samples that were selected for the analysis in tumor vessels density. **(B)** Graphs (left) denote mean values ( ± SD) of blood vessels per mm2 of midline section of B16 tumor following immunofluorescent staining of midline with endothelial marker CD31 and counterstained *via* DAPI as indicated in the representative photomicrographs (right). **(C)** Quantification of the percentage of live total CD45+ cells and subgated myeloid cells detected *via* CD11b/Gr-1 expression infiltrating B16-tumors of control and *M-hnRNPD^Δx3,4^* mice as analyzed *via* flow cytometry analysis. Representative dot plots (*right*) and scatter plots (*left*) depicting individual values and means (lines) from n=11 mice/per genotype. **(D)** Endomucin staining patterns of midline sections of engraphed sponges (left) and quantitation of microvessel density in sponges from control and *M-hnRNPD^Δx3,4^* mice 14 days post administration of PBS or recombinant VEGF. Graphs denote mean values ( ± SD) of blood vessels per mm2 of midline sponge section of n=6 mice/genotype. In all graphs (*, **, ***) denote p values ≤0.05, ≤0.001 or ≤0.0001 respectively as determined *via* unpaired students t-test (on **A**) or One-Way ANOVA **(B–D)**.

To get a direct answer as to whether the loss of AUF1s in myeloid cells limits their effect on blood vessels, we exploited an *in vivo* angiogenic model measuring neovascularization directly (43). In this model, inert biomaterials in a sponge-like form were engrafted subcutaneously in the flanks of mice and were injected either with PBS or recombinant VEGFα every 2 days. At the 14^th^ day sponges were excised and processed for the immunohistochemical enumeration of blood vessels using the endothelial marker endomucin. As demonstrated in **Figure 6D**, the vessel density of PBS-treated sponges engrafted in *M-hnRNPD^Δx3,4^* mice was nearly half of those in the grafts of control mice. In contrast, the VEGFα-treated sponges possessed an equally elevated blood vessel density in both the grafts in control and mutant mice.

### Divergent AUF1-Mediated Control Upon Its Macrophage Targets

Our analysis on macrophages suggested that AUF1s may affect a transcript specific regulon to facilitate the functional switch from the pro-inflammatory to the pro-angiogenic state. To gain insight on how AUF1s modulate such transcripts, we focused on those that appear as most affected by the loss of AUF1s’ functions, namely the *Tnf, Il12b, Vegfa and Thbs1* mRNAs (44). First, we immunoprecipitated AUF1-containing RNPs (RIP) from cytoplasmic extracts of resting, LPS or LPS+CGS treated BMDMs for 4hrs using a specific antibody recognizing all four AUF1 isoforms. To estimate background, we performed parallel immunoprecipitations with an isotype-matched antibody. The efficiency of the RIP was monitored using immunoblots for the AUF1 proteins as antibody-bound (e.g. **Figure S7A**). Subsequently, the RNA content of the RNPs was analyzed *via* qRT-PCR and values were normalized to the levels of expression of each mRNA (**Figure 7A**). Enrichments above 2-fold were considered as significant. This analysis demonstrated that AUF1:RNPs associate only with the *Vegfa* mRNA in resting macrophages; with the *Tnf* mRNA in LPS stimulated macrophages; and most strongly with the *Il12b*, *Vegfa* and *Tnf* mRNAs in adenosine-stimulated macrophages. In contrast we did not observe associations with the *Ccl2* mRNA which we used as a relevant control; neither with the *Thbs1* mRNA indicating that its reduction could be due to the loss of eliciting VEGF (45).

**Figure 7:**
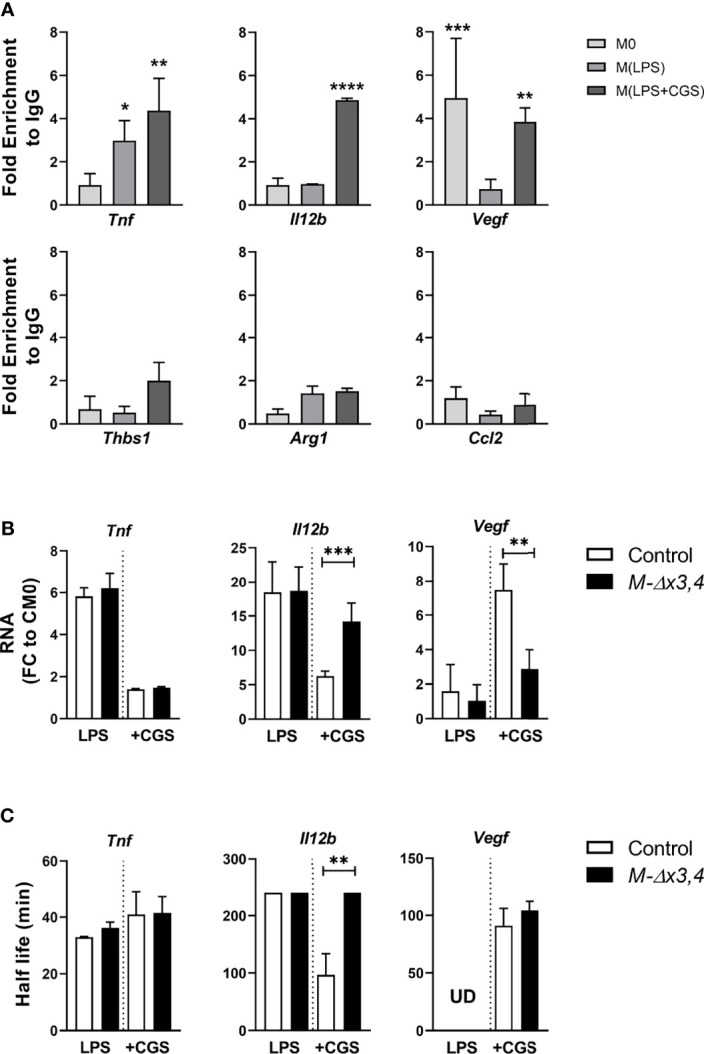
Adenosines promote the binding of AUF1 upon selective transcripts leading to their differential control. **(A)** qRT-PCR detection of selected mRNAs tested to IP with anti-AUF1 in control BMDMs activated with LPS or LPS+CGS compared to untreated (M0). Enrichment of each mRNA in AUF1-IP samples compared with its abundance in IgG-IPs and normalized to mRNA expression levels. Enrichments above two-fold were considered significant. **(B)** Expression levels of mRNAs bound by AUF1 were measured in extracts from BMDMs activated with LPS or LPS+CGS. **(C)** The half-lives (*t*_1/2_) of *Tnf, Il-12b* and *Vegf* mRNA were quantified by measuring the time required for reducing transcript levels to 50% of their original abundance after adding actinomycin as in **Figure S7B**. Graphs depict mean values ± SD. Note that half-lives in *Il-12b* mRNAs under LPS or under LPS+CGS in the mutants lack variation since they exceed monitoring times and as such were assigned a common maximal value. In all cases, data were analyzed by two tailed, unpaired Student’s t test. *p ≤ 0.05, **p ≤ 0.01 ***p ≤ 0.001, ****p ≤ 0.0001.

Further comparison of the levels of these mRNAs in extracts from Control BMDMs revealed that CGS suppressed the LPS-induced expression of the *Il12b* mRNA whilst augmenting that of the *Vegfa* mRNA; yet it failed do so in *M-hnRNPD^Δx3,4^* macrophages (**Figure 7B**). These data correlated to the differences we observed in the secretion of IL12b and VEGF by these cells **(** **Figure 5B** **)**. Notably, and in contrast to its protein (**Figure 5B**), the *Tnf* mRNA was properly suppressed by CGS in both control and *M-hnRNPD^Δx3,4^* BMDMs (**Figure 7B**). We postulate that AUF1s either control the translation of the *Tnf* mRNA or the post-translational release of the TNF protein.

The analysis of the decay of these mRNAs following the arrest of their transcription by Actinomycin D was most revealing (**Figures 7C**, **S7B**). CGS had a potent destabilizing effect upon the *il12b* mRNA which was ablated in the absence of AUF1s. In contrast the decay of the *Vegfa* mRNA was not affected by the loss of AUF1s suggesting that AUF1s are required for its nuclear synthesis as promoted by CGS. Finally, the decay of the *Tnf* mRNA was not affected neither by the loss of AUF1s nor by CGS. Taken together these data indicate that AUF1s are involved in various transcript specific RNPs that respond to adenosine signaling which independently promote mRNA decay (e.g. *Il12b* mRNA), nuclear synthesis (e.g. *Vegfa* mRNA) or translation (e.g. *Tnf* mRNA).

## Discussion

In this study, we sought for changes to inflammatory responses caused by the loss of AUF1s in innate immune cells. To abrogate the functions of all protein-coding AUF1 isoforms in the mouse, we used gene targeting to render two exons 3 and 4 of the murine *hnRNPD* gene as conditionally removable. Hypothetically, this removal could lead to splicing events joining exons 1 or 2 to exon 5 and the synthesis of RRM-inactive AUF1 muteins. Instead, removing exons 3 and 4 reduced the expression of all coding RNA and proteins to near undetectable values. This effect was not due to aberrations imposed by our targeting strategy on the *hnRNPD* locus since mice carrying the non-recombined, loxP-flanked, alleles expressed the AUF1 proteins appropriately. Instead, we hypothesize that the diminution of *hnRNPD* transcripts could result from their decay as incorrectly spliced variants similar to *hnRNPD* variants degraded by Nonsense-mediated-decay (46).

The gross phenotypic characteristics of our germline *hnRNPD^Δx3,4^* mice resembled those of whole body *hnRNPD* null mice; as did their enhanced sensitivity to endotoxemia. In contrast, in mice where *Δx3,4* mutation was restricted in descendants of the myeloid lineage and mostly monocytes, macrophages, and polymorphonuclear cells did not phenocopy the endotoxic response of whole-body mutants. It is, therefore, likely that the enhanced endotoxic response of whole-body mutants does not pertain to dysfunctions within inflammatory cells but rather from enhanced tissue degenerations imposed by AUF1’s control over cellular senescence or development (17). This is supported further by the high levels of serum IL1β observed in endotoxic *hnRNPD^Δx3,4^* and *hnRNPD* null mice [**Figure 1E** & (17)]. The secretion of IL1β is elicited *via* inflammasomes which are in turn activated by danger and senescent signals. Moreover, the activation of inflammasomes can support a specialized form of cell death called pyroptosis which can feedback to enhance the damaging response (28, 29).

In our analysis, we did not find any evidence for impediments in the differentiation of macrophages and polymorphonuclear cells in the myeloid mutants of AUF1s. Although we cannot exclude such a possibility, the proper response of these mice to endotoxemia, which requires emergency hematopoiesis (47, 48) supports the notion that AUF1s may not be essential for the ontogeny of myeloid descendants. On the other hand, our analyses on the sera of LPS-challenged myeloid mutants revealed counteracting augmentations (e.g. in pro-inflammatory TNF & IL12b that could result in altered cellular reactivities. To reveal such activities, we selected to challenge myeloid mutants for Type I or Type II cell-mediated reactions controlled either by pro-inflammatory or immunoregulatory circuits. For the assessment of pro-inflammatory and Type I cellular reactions we chose challenges inducing intestinal inflammation. The lamina propria underlying the intestinal epithelium contains many phagocytic macrophages supporting local homeostasis and microbiome balance (49). In Inflammatory Bowel Diseases (IBD), neutrophils and monocytes/macrophages are massively recruited from the blood to the lamina propria. Neutrophils have differential roles in IBD (50); whereas macrophages become polarized towards an “M1-like” state which uncontrollably release inflammatory cytokines, promote intestinal barrier damage, enhance Th1 and Th17 T-cell responses (51) and cannot be counteracted by anti-inflammatory “M2-like” macrophages expressing and responding to IL10 and TGFβ or primed by regulatory T-cell subsets (52). Currently, there is sufficient evidence on the dysfunction of “ARE-binding proteins” in supporting IBD (30). Moreover, a connection between mutations in the human *hnRNPD* gene and Crohn’s Disease has been revealed from studies on monozygotic twins (53). In light of the above, the indifferent response of the myeloid AUF1 mutants to DSS and TNBS induced colitis was exceptionally noteworthy. These results should be interpreted cautiously concerning human disease since these chemical models mimic only some of its aspects. However, they provide first proof of the dispensability of AUF1s in the functioning of proinflammatory macrophages in chronic intestinal inflammation.

The combination of our data on endotoxemia and colitis suggests that AUF1s have redundant roles in the activation and cytokine-induced deactivation of classical “M1-like” macrophages. This redundancy was also apparent in our *ex vivo* assays. Our holistic analyses on LPS stimulated macrophages revealed only specialized changes in mRNAs devoid of alterations in cytokine mRNAs. Moreover, the loss of AUF1 functions did not debilitate the end polarization of “M1-like” macrophages *via* LPS and IFNγ; neither did their transition towards a deactivated “M2c-like” phenotypes by IL10 and TGFβ. These contradict earlier studies in human and mouse cell lines pointing to AUF1s control over the use of pro-inflammatory mRNAs by these signals. 

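Among the secreted mediators that the paper measured, 13 had a transcript that could be tested, none passed the threshold, and 1, Ccl5, had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. Ccl4, Cxcl10 and Tnf were the most abundant: Tnf had 3200.2 ± 662.2 normalized counts in control and 3713.7 ± 1089.1 in M-Δx3,4 BMDMs (log2 fold change 0.21, standard error 0.31), Cxcl10 a log2 fold change of -0.02 and Ccl4 of 0.28. Il6 had a log2 fold change of 0.02, Il1b of -0.28, Il10 of -0.12, Ccl2 of 0.19, Ccl3 of -0.12, Cxcl1 of -0.09 and Tgfb1 of -0.43, each with overlapping libraries. Il12b and Ccl22 had means under 5 normalized counts in both groups, with overlapping libraries. For Il6, Il1b, Il10, Il12b, Cxcl1, Ccl3, Cxcl10, Tgfb1 and Tnf the sign changed in at least 1 fit that left out a library. Of the genes that mark polarization, Nos2 (-0.14), Vegfa (0.30), Mrc1 (0.07), Thbs1 (-0.92), Chil3 (-0.87) and Adora2a (0.31) also had overlapping libraries, and the signs of Nos2, Vegfa, Mrc1 and Adora2a changed with the library left out. Without control replicate 1, Vegfa reached 1.18 and passed the threshold, and Thbs1 passed it at -1.22 without control replicate 3 and at -1.32 without M-Δx3,4 replicate 1, but was at -0.23 without control replicate 1. With all libraries and the GC trend removed, a setting chosen after seeing the data, Thbs1 also passed (-1.15). Chil3 stayed lower with each library left out, from -1.31 without control replicate 2 to -0.16 without control replicate 3.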

We hypothesize that methodological differences and the use of transformed cellular settings account for this contradiction.

Unlike the responses in endotoxemia and intestinal inflammation, allergic airway inflammation entails more complex innate immune reactivities. Several studies demonstrated a positive correlation between the presence of macrophages and enhanced eosinophilic inflammation using allergic models in mouse and humans (54, 55). These studies have already revealed the active role of alternatively activated macrophages -particularly those induced by IL4 and/or IL13 - in the exacerbation of Th2/Th9-driven inflammation (56). The fact that myeloid AUF1 mutants display a strong reduction in allergic airway inflammation and IL4 in their BALF could connect to the loss of such “M2-like” functionalities. To that end, we were surprised to find that cultured macrophages lacking AUF1 could be properly polarized towards an “M2a-like” phenotype by IL-4. Arguably, the augmented presence of IFNγ in the BALF of allergen challenged myeloid AUF1 mutants could connect to an enhanced Th1 response supported by innate cells expressing high levels of IL12. These responses could have an opposing effect upon eosinophilic inflammation favoring neutrophil infiltration. However, such a switch was not detected in our mutants. Instead, all types of infiltrates were diminished in the allergen exposed myeloid AUF1 mutants. Such a phenotype could arise from aberrations in vascular remodeling, as exemplified in allergen exposed mice treated with anti-VEGF antibodies (57). Increased expression of VEGF is a common feature in the BALF of asthmatic patients, whereas its overexpression in the murine lung induces an asthma-like phenotype with features including vascular remodeling, mucus metaplasia, and augmented Th2 inflammation. VEGF is produced by infiltrating cells and the resident tissue, which includes alveolar macrophages and required for the infiltration of inflammatory cells in allergic airway inflammation (58).

The reduced number of VEGF-expressing infiltrates in the BALF of our myeloid mutants posits that their defective infiltrating response to allergen relates to defects in vascular permeability promoted by specialized alternative macrophage subsets. Since our focus was on immunocellular events, we did not look for changes in the responses of lung endothelia. However, our hypothesis was further supported by our tumor data, where the positive effect of M2-like, pro-angiogenic tumor-associated macrophages (TAMs) is well established (59). The myeloid loss of AUF1 compromised the growth of transplanted B16 melanomas correlating with reduced infiltration of TAMs (and TILs; data not shown)-despite the fact that tumor cells can produce part of the VEGF required for their vascularization. The poor growth of tumors in the setting of myeloid AUF1 deficiency prohibited the proper statistical evaluation of impediments in their vascularization or remodeling. However, these became apparent in the myeloid mutants failing to vascularize an inert graft; and the rescuing response of exogenously added VEGF. Moreover, we hypothesize that the defective VEGF response of myeloid-AUF1 mutants may also connect to their invariable susceptibility to LPS despite the presence of high TNF and IL12b. Vascular permeability and leakiness are critical events in endotoxemia, and VEGF blockade has a beneficial effect against it (60, 61).

Our *in vivo* observations correlate with the inability of AUF1 lacking macrophages to switch towards a pro-angiogenic phenotype (denoted by some as M2d) at least by adenosine receptor signals. Extracellularly, adenosines are generated by the surface enzymes CD73 and CD39. They transmit their signals through the surface G-coupled A2AR receptors and the cAMP/CEBP pathway (62). The importance of CD73 and CD39 activities against lung injury and for tumor growth is well documented. The lack of these enzymes -and hence of adenosines- provides susceptibility to allergic airway inflammation (63) and adenosine signaling has emerged as therapeutic target (64, 65). Concerning their functions in macrophages, adenosines were originally identified anti-inflammatory agents. It was later shown that they can promote the switch of activated macrophages towards an angiogenic phenotype expressing VEGF and independently of IL4 signaling (40), hence connecting to the *in vivo* functions of adenosine-generating enzymes. Our study connects the deranged activities of adenosine-induced pro-angiogenic macrophages incurred by the loss of AUF1s to the susceptibility of the mutant mice to airway and tumor infiltration. The full characterization of such cells in a disease setting and at a single cell level is currently lacking. However, their future identification holds promise for their exploitation in disease treatment *via* cellular ablation or addition strategies.

In macrophages, the expression of AUF1s was augmented by the agonistic activation of A2AR; and is needed to suppress TNF and IL12 whilst supporting the *de novo* expression of VEGF and Thrombospondin indicating the complex involvement of AUF1-controlled regulons in the pro-angiogenic switch. Notably, other “M2-like” mRNAs (e.g. *Il10*, *Retnla, Chi3l3*) were regulated by A2AR signals but independently of AUF1s. Moreover, TLRs and A2ARs signals remained unaffected by the loss of AUF1s. These suggested that AUF1s act in a transcript-selective fashion and downstream of A2AR signaling. Indeed, and to the limits of our analysis on pre-defined marker RNAs, only the *Tnf*, *Vegfa* and *Il12b* mRNAs were identified to associate with AUF1-containing ribonucleocomplexes. Most intriguingly, the type of regulation imposed by AUF1 on these mRNAs indicated three different types of regulons for RNA control: activation of mRNA biogenesis (*Vegfa*), activation of protein synthesis or release (*Tnf*) and mRNA degradation (*Il12b*). Given the pleiotropy AUF1s molecular activities on RNAs this is not so unprecedented. However, the confinement of its activities in selective cellular subsets -like in the case of pro-angiogenic macrophages- is noteworthy; especially considering propositions on its functional overlap with other factors (e.g. *Zfp36/TTP* and *Elavl1/HuR*) whose immune mutations have more profound effects (4, 11). 

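Among 20 tested genes of the hnRNP family, each represented by its transcript with the highest mean count, which for Hnrnpd is p45, Hnrnpm was the only one with an unadjusted p under 0.05 in edgeR's quasi-likelihood test. By its p37 transcript Hnrnpd was under 0.05 as well. Hnrnpm had 249.1 ± 65.0 normalized counts in control and 470.1 ± 58.9 in M-Δx3,4 BMDMs, a log2 fold change of 0.92, with an adjusted p of 0.254 over the list alone. Without Hnrnpd, 13 of 19 genes of the family were higher in M-Δx3,4, with no direction of the set as a whole (limma's fry test, adjusted p = 0.453). Of other RBPs that act on cytokine mRNAs, Zfp36 had a log2 fold change of -0.37, Zc3h12a of -0.22, Tia1 of 0.71, Rc3h1 of 0.23 and Rc3h2 of 0.08, none with an unadjusted p under 0.05. Rc3h1 and Rc3h2 followed control replicate 1. Without it their log2 fold changes were 1.28 and 1.47, past the threshold. Both were negative in some of the other fits that left out a library. Tia1 stayed higher, from 0.32 without control replicate 3 to 1.61 without control replicate 1.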

Our genomic data revealed changes in RBP transcripts affected by the loss of AUF1s. Such changes could have functional consequences in the control of AUF1-regulons; or compensate for AUF1s loss in specific cellular contexts. Irrespective however of the cross-relationships affecting RNAs, the paradigm of AUF1 indicates that RBPs may control the selective diversification of cellular subtypes rather than affect RNA use in all.

## Materials and Methods

### Mice and Study Approvals

The targeting of the *hnRNPD* locus in murine ES cells was performed by Regeneron Pharmaceuticals using their proprietary *Velocigene recombineering* technology (66). Modifications included the flanking of exons 3 and 4 with loxP sites; the inclusion of and FRT-flanked neomycin resistance gene for selection proximal to the loxP of exon 3. These ES cells were integrated onto blastocysts from C57Bl6/J mice. Derivative mice where then crossed to mice expressing a germline encoded Flipase gene to remove the neomycin cassette and yield mice containing the *hnRNPD^flx3,4^* allele. To generate a mutant hnRNPD^Δx3,4^ allele, hnRNPD^flx3,4/+^ mice were crossed to a mouse line expressing germline-active Cre recombinase (67). Subsequently, hnRNPD^Δx3,4/+^ mice were intercrossed to yield homozygous hnRNPD^Δx3,4/Δx3,4^ mice. For the myeloid restriction of the mutation *hnRNPD^flx3,4/flx3,4^* mice were crossed to the *LysM-MCre^+^* line. All mouse lines were maintained in a C57BL/6J background and in the animal facilities of the Biomedical Sciences Research Center (BSRC) “Alexander Fleming” under specific-pathogen free conditions. All experiments were performed with 8 to 16 weeks old mice and in accordance to the recommendations of the BSRC’s Institutional Committee for Protocol Evaluation, the Veterinary Authorities of the Prefecture of Attika, the national legislation and the European Union Directive 63/2010. Protocols were approved by the Veterinary Authorities of the Prefecture of Attika (licenses # 4376/2014, 262781-22/04/2020, 26497-13/01/2020, 6197-21/11/2017, 4401-5/7/2016, 2823-13/06/2018, 531-13/2/2019, 26488-13/01/2020).

### LPS-Induced Endotoxemia

Mice 6- to 8-week-old were injected intraperitoneally (i.p.) with the indicated amount of LPS (LPS from *Salmonella enterica* serotype enteritidis; Sigma-Aldich, L6011). Core body temperature and survival were monitored through a period of 7 days to determine mice sensitivity to endotoxemia. For measurement of inflammatory mediators, *hnRNPD^Δx3,4/Δx3,4^* and *hnRNPD^Δx3,4^* mice were injected i.p. with LPS at 4mg/kg of body weight. Sera were collected 90 minutes later by cardiac puncture and cytokines were quantified using LEGENDplex™ Mouse Th Macrophage Panel (Biolegend, Cat. No.740846).

### DSS Induced Colitis

Mice 6- to 8-week-old were fed ad libitum for one cycle with water containing 2% (wt/vol) DSS (MW 40,000 kDa; MP Biomedicals Inc.) for 7 days followed by 8 days with regular water without DSS (68). Mice were monitored daily for changes in body weight, stool consistency and rectal bleeding. These values were used to calculate the Disease Activity Index (DAI). Endoscopy was performed using Coloview endoscopic system (Karl Storz, Germany) at day 8. Colonic inflammation was scored according to MEICS (Murine Endoscopic Index of Colitis Severity) as described (69). Mice were sacrificed at indicated time points or at the end of the protocol for the isolation of colonic tissue. Histological scoring was performed on hematoxylin and eosin (H&E) stained colon sections as previously described (70). Scores of inflammation and epithelial damage were summed to produce the overall histological score. All histological assessments were performed in a blinded fashion, by two independent investigators.

### TNBS Induced Colitis

Mice 6- to 8-week-old were pre-sensitized applying TNBS solution (1% w/v in acetone and olive oil solution 4:1) epidermally at day -7. On day 0, mice were inoculated intra-rectally with 100μl TNBS solution (2.5% w/v in absolute ethanol). Weight loss was daily monitored from day 0 to 4. Endoscopy was performed the 3rd day when severe symptoms peaked as described above (32).

### Allergic Airway Inflammation

Airway inflammation was induced by ovalbumin (OVA-sensitization) as previously described (54). Briefly, sex matched mice were pre-sensitized on days 0 and 15 *via* intraperitoneal injection of 10μg chicken egg-derived OVA (Sigma Aldich, A5503) mixed with 1mg of aluminum hydroxide (Alum) as an adjuvant dissolved in 300 μl phosphate buffered saline (PBS) on day 0 and 15. Subsequently, mice inhaled 1% OVA aerosol for 30 min/day from day 21 to 25. At the end point, bronchoalveolar lavage fluid (BALF) was collected from the lungs by gently washing airway lumina with 0.5 mM EDTA in PBS *via* a tracheal cannula. BALF cells were analyzed by flow cytometry (strategy of analysis is presented in **Figure S3**), while supernatants were used for cytokines analysis using the LEGENDplex™ Mouse Th Cytokine Panel (Biolegend, 741044). To determine the effectiveness of the immunization, anti-OVA IgE levels were measured in the serum of PBS and OVA challenged mice using Anti-Ovalbumin IgE Elisa Kit (Cayman, 500840), according to the manufacturer’s instructions. Lungs were collected, fixed in 10% formalin (VWR, 9713.500) and proceeded for histopathological examination. General morphology and inflammation were examined in H&E, Periodic acid Schiff (PAS)-H&E, and Trichrome Masson stained lung sections. Perivascular (PVI) and peribronchiolar (PBI) inflammation were assessed using a four-tier score system (0=none, 1=mild, 2=moderate, 3=severe, 4=tissue destruction) with an increment of 0.5 if the inflammation fell between two integers.

### B16 Tumor Model

Mice were injected subcutaneously in the flank with 10^6^ B16-F0 melanoma cells in 100ul PBS. Tumors were grown for 14 days. Post-mortem volume was determined using all 3 dimensions (m1×m2×m3×π/6). To prepare Single cell suspensions, tumor tissues were gently removed, cut into small pieces and incubated with 50 μg/ml Collagenase/Dispase (Roche, 10269638001) and 200 Units/ml DNAse I (Sigma-Aldrich, D5025) in RPMI 1640 (Gibco, 31870025) for 30 min at 37°C. Enzymatic dissociation was stopped with 10% FBS. Cells were washed with PBS and stained with the anti-mCD45, anti-mCD11, anti-mGr1, anti-mCD3 and anti-CD45R/B220 flow cytometry antibodies to identify immune subsets infiltrated in tumors. FACS analysis strategy is presented in Fig 6B.

### Subcutaneous Angiogenesis Assay

Growth factor induced angiogenesis assay was performed as described previously (43). Briefly, subcutaneously implanted sponges of 1 cm^3^ size were injected with 100μl of either PBS alone (as negative control) or PBS containing 10 ng/ml^-1^ VEGF (VEGF 164, R&D,493-MV), every 2 days. Sponges were excised, and paraffin embedded after 14 days.

### Histological Analysis and Immunohistochemistry

For immunohistochemistry, all tissues were embedded in paraffin blocks. Thick sections (4μm) of embedded colon and lung tissues were stained with H&E. PAS staining and Masson trichrome were performed with standard protocols to determine fibrosis and mucus secretion in lung tissues. Blood vessels were identified by immunofluorescence staining using primary antibody against Endomucin antibody [santa cruz, sc65498/V.7C7.1] followed by secondary anti-rat 546 Alexa (A11081) and vessel density was calculated as the number of blood vessels per mm^2^ of sponge section area using ImageJ software. Representative images were obtained on a Nikon ECLIPSE E200 microscope with a Nikon Digital Sight DS-5M digital camera.

### Cell Isolation and Culture

Bone Marrow Derived Macrophages (BMDMs) were isolated from tibiae and femora of 6-8 week-old mice. Isolation was performed as previously described by Warren and Vogel (1985) and then differentiated to Bone Marrow Derived Macrophages in RPMI 1640 medium (Gibco, 31870-025) supplemented with 5% FBS (Gibco, 31870-025), 1% penicillin/streptomycin (Gibco, 15140122), 1% L-glutamine (Gibco, 25030024) and 10% L-medium (produced by L929 cells) incubated for 10 days at 37°C with 5% CO_2._ Exudate macrophages, neutrophils and eosinophils were isolated from mice 48 or 72 hours upon intraperitoneal injection of 1 ml Brewer thioglycollate medium (4%; Becton-Dickinson).

### Cell Treatments

BMDMs were activated with LPS (100 ng/ml, *Salmonella* enterica *enteritidis*; Sigma L6011), IFN-γ (10 ng/ml, Peprotech 315-05), IL-4 (10ng/ml, Peprotech 214-14), CGS (10μM, Sigma, 21680), IL-10 (10ng/ml, Peprotech, 210-10) and/or TGFβ1 (10 ng/ml, Cell-signaling, 231LC) for 24 hours.

### Flow Cytometry Analysis and Sorting

For surface Single cell suspensions were prepared from either *in vivo* or *in vitro* experiments. For surface antigens, staining was performed using standard procedures. Antibodies were from BD Biosciences CD11b (M1/70); CD34 (RAM34); CD4 (H129.19); CD8 (H129.19), siclecF (E50-2440); eBioscience (F4/80), (CD16/32 (93), ScaI (D7), Biolegend GR1 (RB6-865), CD11C (N418); CD3e (145-2C11), CD206 (CO68C2), CCR3 (144505), Zombie NIR; B220 (RA3-6B2), Lin (mouse lineage panel, BD Pharmigen-559971). Cell viability was assessed by Propidium Iodide Staining. Cells were detected using FACSCantoII flow cytometer. Data were analyzed using FACSDIVA (V.6; BD Biosciences) and V10; Treestar, FlowJo).

### Immunoblotting and ELISAs

The cells were lysed in ice-cold lysis buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 1 mM EDTA, 0.25% SDS, 10% Glycerol, 1% NP-40 and one tablet of complete protease inhibitors) for 15 min on ice. Lysates were analyzed on SDS-polyacrylamide gels (SDS-PAGE; 12-14%), along with protein molecular weight markers (Nippon MWP03, Fermentas, Thermo Scientific, SM0431) and blotted onto nitrocellulose membrane (GE Healthcare). After blocking with 5% milk in TBS-Tween 20 buffer, membranes were incubated with primary and HRP-conjugated secondary antibodies (Biotech, anti-rabbit HRP 1030-05 or anti-mouse HRP 4050-05) signals were visualized by enhanced chemiluminescence (ECL, GE Healthcare) using films or a ChemiDocTMXRS+ System with Image LabTM software. Primary antibodies used: anti-AUF1 (milipore, 07-260) and anti-GAPDH (Ambion, 6C5). Cell culture Supernatants or serum were analyzed *via* specific ELISA kits of TNFa, IL-10, IL-6, VEGF, IL12 (Peprotech 900-K54, 900-K53, 900-K50, 900-K99), IL-1b (Thermo-Fisher, 88-7013-88), Anti-Ovalbumin IgE (Cayman 500840) or cytometric bead-based assay panels following manufacturer’s instructions Legendplex Panels (Biolegend, Cat. No.741044 and 740846). Protein levels were normalized to cell number using crystal violet staining.

### Ribonucleoprotein Immunoprecipitation

BMDMs were stimulated with LPS or LPS and CGS for 4 hours. Cells were harvested and lysed in 300μl lysis buffer containing 100 mM KCl, 25 mM EDTA, 5 mM MgCl2, 10 mM HEPES, 0.5% NP40, 2 mM DTT, 0.2%, protease inhibitors cocktails, Vanadyl Ribonucleoside Complex (Invitrogen) and 100 U/ml RNAse OUT (Invitrogen). A small quantity of samples was kept aside as Input (total cytosolic) for Western Blot analysis and for total cytosolic RNA (RNA-input). Antibody uncoated beads (protein G), (Dynabeads™ Protein G Immunoprecipitation kit, ThermoFisher), were washed and maintained in 600 µl of NT-2 buffer (50 mM Tris, pH 7.4, 150 mM NaCl, 1 mM MgCl2, and 0.05% NP40). For IP, 400 µl of cell lysate were loaded onto the beads and incubated overnight on a rotary at 4°C. Subsequently, beads were washed four times with NT-2 buffer, one of which contained 0.7M urea and finally resuspended in NT2 buffer. Fifteen microliters of the total volume of samples were removed for immunoblot verification while the remaining volume was used for RNA isolation *via* TRI reagent. For immunoblotting, polyclonal anti-AUF1 antibody (Millipore 07-260) and a IP conformation-specific secondary antibody (anti-mouse IgG -HRP-conjugated Veriblot for IP Detection Reagent, Abcam, ab131366) were used.

### RNA Stability Assay

Stability of the mRNAs of interest was assessed by the addition of RNA polymerase II inhibitor, actinomycin D (10 μg/ml, Sigma) into cell culture for a period of 240 min. Total RNA was isolated at the indicated time points using TRI reagent and quantified using qRT-PCR. The half-live of transcripts was calculated using a fitted exponential curve. High undetermined values are arbitrarily defined.

### RNA Isolation and Analysis

Total RNAs were extracted from cells using TRI Reagent (MRC, TR 118) according to the manufacturer’s protocol. For cDNA synthesis 0.5-2μg of total RNA was reverse transcribed using MMLV-RT (Promega, M1705) and Oligo dT (NEB, S1316S) at 37°C for 1h. qRT-PCR was performed using EvaGreen SsoFast mix (Bio-Rad, Hercules, CA, USA, 172-5201) on a RotorGene 6000 machine (Corbett Research, Qiagen). Relative mRNA expression was normalized to β2-microglobulin (B2M) and calculated as the difference between the test values and the control values assigned as 1, using Bio-Rad RelQuant (Bio-Rad). Primers are listed in **Supplementary Materials.**

### Sequencing Analysis and Bioinformatics

RNA Total RNA in expansion phase was collected using TRI Reagent (Invitrogen, Life technologies). RNA was extracted according to the manufacturer’s instructions and resuspended in 30μls of nuclease free water. Total RNA was quantitated using the NanoDrop ND1000 Spectrophotometer. Samples were diluted accordingly to a mean concentration of approximately 150 ng/μl, on an area of 235.0 and their quality assessed on a Bioanalyzer (Agilent Technologies) using the Agilent RNA 6000 Nano Kit reagents and protocol (Agilent Technologies). Sequencing libraries were prepared by using the QuantSeq 3’ mRNA-Seq Library Prep Kit FWD (QuantSeq-LEXOGEN™, Vienna, Austria) and RNA-seq libraries were sequenced on an Ion Proton PI™ V2 chips, an IIon Proton™ System. Library preparation and alignment strategies are provided in **Supplementary Material**. Mapped sequences Quant-Seq BAM files were analyzed on a transcript level base with the Bioconductor package metaseqR2 (71) v.1.3.14 which has built-in support for Quant-Seq data. Differential expression analysis for the contrasts MΔχ3,4 versus Control was performed using DESeq2, edgeR, NOISeq, limma, NBPSeq, ABSSeq and DSS algorithms and a combined meta-analysis procedure by the PANDORA algorithm implemented in metaseqR2. 

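The authors' deposited table gives a combined p for 18944 transcripts of 7157 genes, together with the p of each method. Of those transcripts, 784 (4.14%) have a combined p under 0.05 in the authors' table. By the authors' single methods the share under 0.05 is 4.59% for DESeq2, 4.16% for edgeR, 3.25% for limma, 4.33% for NBPSeq, 1.41% for ABSSeq, 0.07% for NOISeq and 13.29% for DSS. In the edgeR fit here, restricted to the same 18944 transcripts after the data were seen, 380 transcripts passed the threshold, 69.7% of them lower.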

3’ UTR areas (and their corresponding transcripts) presenting a PANDORA p-value less than 0.05 and an absolute fold change (for each contrast) greater than 1 in log2 scale were considered as differentially expressed. 

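In the authors' deposited table, 424 transcripts of 204 genes have a combined p under 0.05 and an absolute log2 fold change of at least 1, and 412 transcripts of 198 genes have one greater than 1. Of the 424, 289 are lower (68.2%), and they hold 295 different sets of counts. The table's combined false discovery rate is under 0.05 for 3 transcripts, all of H2-Aa, with 0.0144 as the smallest. In the edgeR comparison here, 339 of the 424 (80.0%) also passed the threshold and all 424 had the same direction. Both comparisons start from the same counts, and their log2 fold changes differ by at most 0.07 among the 424. The shared direction was therefore fixed in advance and is no independent evidence. Of the 1071 transcripts that passed here, 724 (67.6%) had no combined p in the authors' table because they had not entered their tests.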

Categorical enrichment analysis of differentially expressed transcripts was implemented with WebGestaltR6 version 0.4.4 R package. The method that was used was the Over-Representation Analysis (ORA) against the Biological Process functional database of Gene Ontology and Kyoto Encyclopedia of Genes Genomes (KEGG) pathways and the terms retrieved were identified at a significance level of FDR ≤ 0.05. Multiple testing adjustment was carried out with the Benjamini-Hochberg procedure. All data extracted from sequencing datasets and gene sets were plotted in R (v.4.1.0) using ggplot27 (v.3.3.5) package. Z-scores were calculated as a derivative of the normalized counts.

### Statistics

Statistical analysis was performed on Graphpad Prism 6.01 (Graphpad Software). Statistical significance was determined using unpaired Student’s t-test or One Way Anova when comparing three or more groups. Survival analysis was performed using Kaplan-Meier statistics. Results with a P-value 0.05 considered to be statistically significant.

## Data Availability Statement

The datasets for this study have been deposited in Gene Expression Omnibus (GEO) with the accession numbers GSE181222.

## Ethics Statement

The animal study was reviewed and approved by Veterinary Authorities of the Prefecture of Attika, Greece.

## Author Contributions

DLK and SG designed and supervised the study. Most the *in vivo* experiments were performed by NL and SG assisted by MS and MA. Tumor and vascularization assays were performed by SG and VK. Endoscopic measurements were performed by VN. Macrophage experiments were performed by SG, NL, ED and NS. RIPs were performed by MC and SG. Sequencing experiments were overviewed by PH, and bioinformatic analyses was performed by DT. Data interpretation and presentation was performed by DK, SG, and NL Manuscript was written and edited by DK and SG with support from ED. All authors contributed to the article and approved the submitted version.

## Funding

We acknowledge support of this work by projects InfrafrontierGR/Phenotypos (MIS 5002135) and Strategic Development of the Biomedical Research Institute Alexander Fleming (MIS 5002562), which are implemented under the Actions Reinforcement of the Research and Innovation Infrastructure and Action for the Strategic Development on the Research and Technological Sector respectively, funded by the Operational Programme Competitiveness, Entrepreneurship and Innovation (NSRF 2014-2020) and co-financed by Greece and the European Union (European Regional Development Fund). We also acknowledge support by ARISTEIA-I project No. 1096 PREcISE, funded by the Operational Programme Education and Lifelong Learning (NSRF 2007-2013) and co-financed by Greece and the European Union (European Social Fund). This research is also supported by Greece and the European Union (European Social Fund-ESF) through the Operational Programme «Human Resources Development, Education and Lifelong Learning 2014- 2020» (project MIS 5069605) and NSRF 2014-2020, European Regional Development Fund, Operational Programme “Competitiveness, Entrepreneurship and Innovation 2014-2020 (EPAnEK)” (MIS 5032782).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Inactivation of AUF1 in Myeloid Cells Protects From Allergic Airway and Tumor Infiltration and Impairs the Adenosine-Induced Polarization of Pro-Angiogenic Macrophages
**Source:** Front Immunol. 2022 Feb 11;13:752215. doi: 10.3389/fimmu.2022.752215
**Supplement:** Supplementary file 1

***Supplementary Material***

**Inactivation of AUF1 in myeloid cells protects from allergic airway and tumor infiltration and impairs the adenosine-induced polarization of pro-angiogenic macrophages**

Sofia Gargani^1†^, Niki Lourou^1,2†^, Christina Arapatzi^1^, Dimitris Tzanos^1^, Marania Saridaki^1^, Esmeralda Dushku^2^, Margarita Chatzimike^1^, Nikos Sidiropoulos^2^, Margarita Andreadou^1^, Vassilios Ntafis^1^, Pantelis Hatzis^1^, Vasso Kostourou^1^ & Dimitris L. Kontoyiannis^1,2*^

† These authors have contributed equally to this work

Index:

1. Supplementary Figures S1-S7, pages 2-9
2. Supplementary Methods, pages 10-12
3. Supplementary References, page 12

## Supplementary Figures

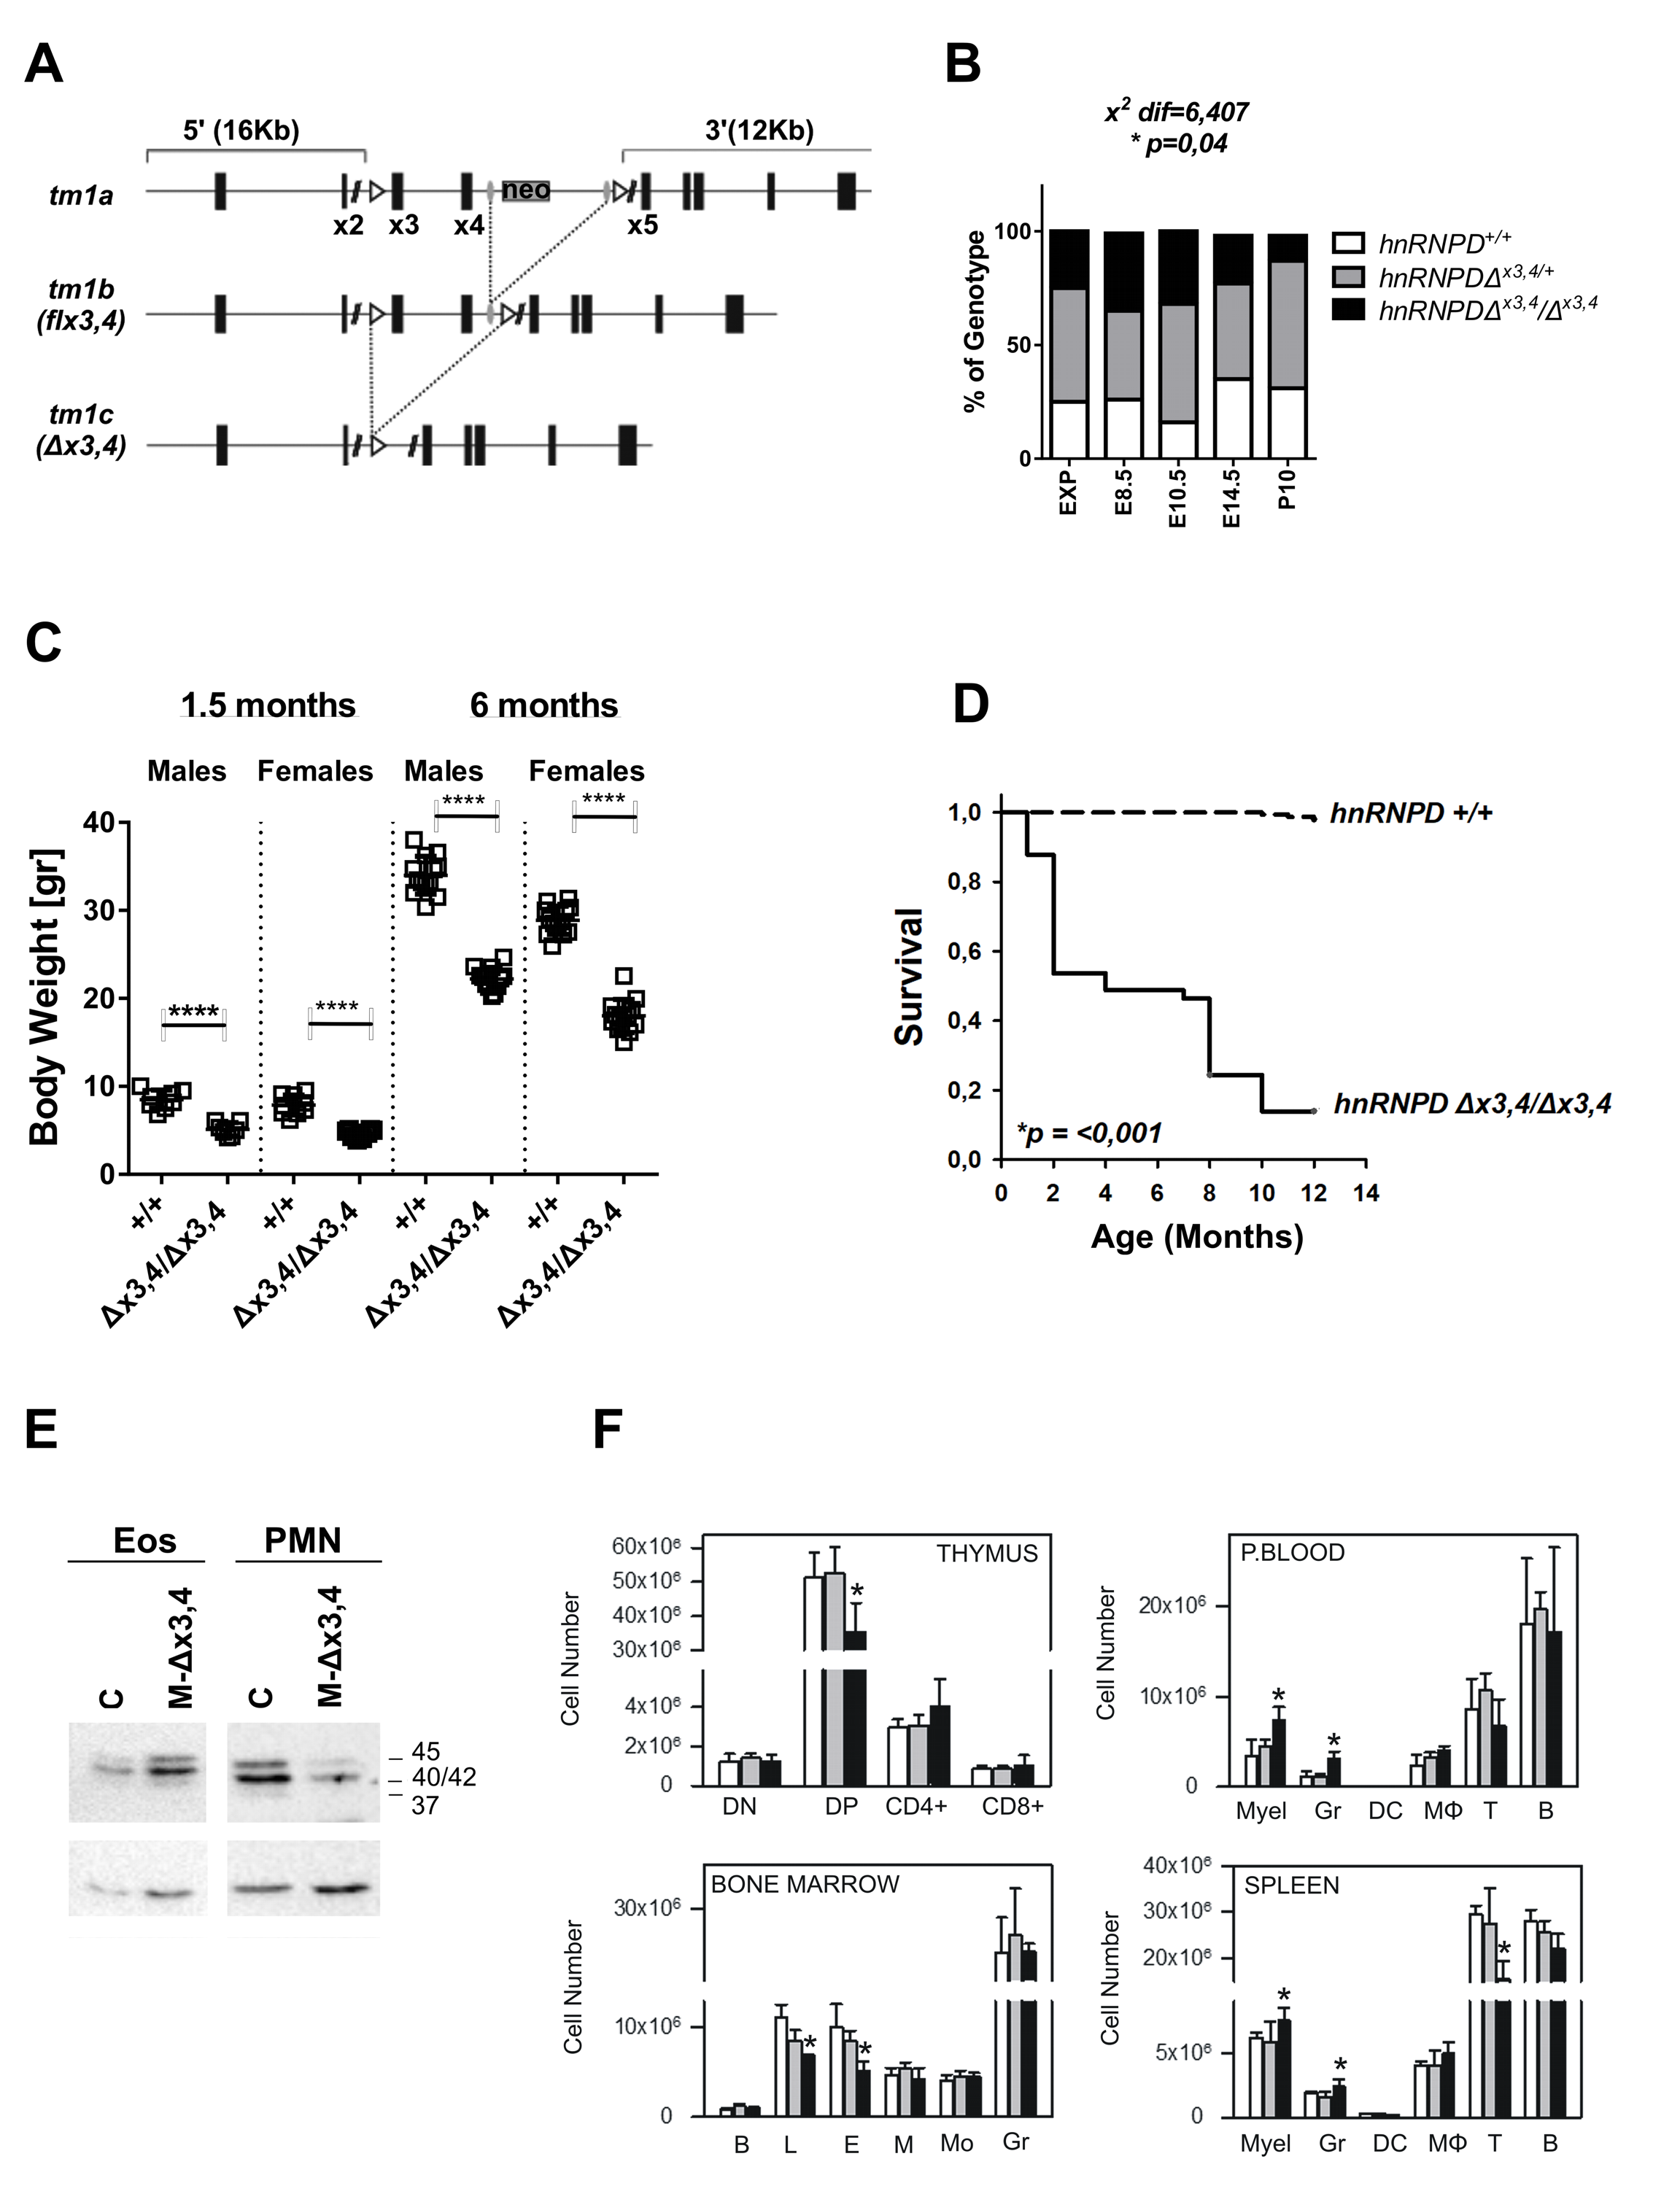

**Supplementary Figure S1.** **Generation and analysis of whole body and myeloid *hnRNPD Δx3,4* mutant mice. (A)** Diagrammatic representation of the targeted *hnRNPD* locus on the mouse chromosome 5 (*tm1a*) in ES cells. Black boxes indicate exons; White triangles represent loxP sites; Grey circles denote FRT recombination sites; and the “neo” box indicates the neomycin acetyltransferase gene used for the antibiotic selection of targeted ES cells. The final allele with the loxP-flanked exons 3-4 (*tm1b*) was generated following the FLPe mediated removal of the FRT-flanked “neo” gene. The expression of Cre recombinase -in either the germline or in myeloid progenitors- leads to the removal of the loxP-flanked exons 3-4 (allele *tm1c*). **(B)** Bar graphs demonstrating the frequency of *hnRNPD^+/+^*, *hnRNPD^Δx3,4/+^* and *hnRNPD^Δx3,4/Δx3,4^* genotypes in embryos from *hnRNPD^Δx3,4/+^* matings at embryonic days E8.5, E10 & E14.5 and pups at postnatal day 10 (P10) and relative to the expected mendelian segregation of alleles (EXP). Data derived from genotyping screens of progeny from >31 pregnancies. *χ2* test statistics for the frequency of *hnRNPD^Δx3,4/Δx3,4^* genotype at P10 are indicated. **(C)** Scatter plots indicating individual body weights of male and female, *hnRNPD^+/+^* and homozygous *hnRNPD^Δx3,4/Δx3,4^* mice and at 1.5 and 6 months of age. (****) denote p<0.0001. **(D)** Kaplan-Meyer distribution and statistics depicting differences in the cumulative survival of *hnRNPD^Δx3,4/Δx3,4^* mice over a period of 14 months (*hnRNPD^+/^*^+^; n=152, *hnRNPD^Δx3,4/Δx3,4^*; n=41). **(E)** Representative immunoblots for the detection of AUF1 proteins in extracts from sorted CD11b^+^SiglecF^+^Gr1^-^ eosinophils and CD11b^+^SiglecF^-^Gr1^+^ polymorphonuclear cells harvested from the peritoneal cavities of *hnRNPD^flx3,4/flx3,4^* controls and *LysMCre+hnRNPD^flx3,4/flx3,4^* *(M-Δx3,4)* mice at 48hrs post the intraperitoneal administration of thioglycolate broth. GAPDH is shown as a loading control. **(F)** Absolute enumeration of central immune subsets in the bone marrow, thymus, peripheral blood and spleen of *hnRNPD^+/+^* and *hnRNPD^flx3,4/flx3,4^* control mice (combined, white bars); *LysMCre+hnRNPD^flx3,4/flx3,4^* mice (gray bars); and *hnRNPD^Δx3,4/Δx3,4^* mice (black bars). Bar graphs depict mean values (+SD) from n=3-6 mice per group at the age of 8 weeks. (*) denote p<0.05 assessed via unpaired Students-t test. Shown are: double negative (DN), double positive (DP), and single positive cells in the thymi following staining with aCD4 and aCD8 antibodies; blast cells (B), lymphoid cells (L), erythroid cells (E), Monocytes (Mo), Granulocytes (Gr) and other myeloids (M) in bone marrows following staining with aCD34 and aLy6C antibodies; total myeloid cells, granulocytes, dendritic cells, macrophages, T and B lymphocytes in the spleens and peripheral blood following staining with aCD11b, aCD11c, Gr1, F480, aCD4 & aCD8 antibodies.

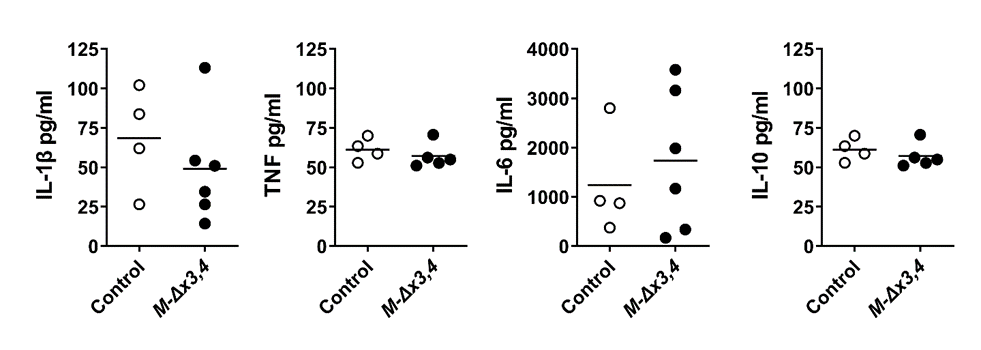

**Supplementary Figure S2.** Detection of cytokines in supernatants from 24hr cultures of colon explants derived from control and M-Δx3,4 mice on day 13 of the DSS protocol. Scatter plots indicate individual and mean protein values (line) as detected via cytokine specific ELISAs.

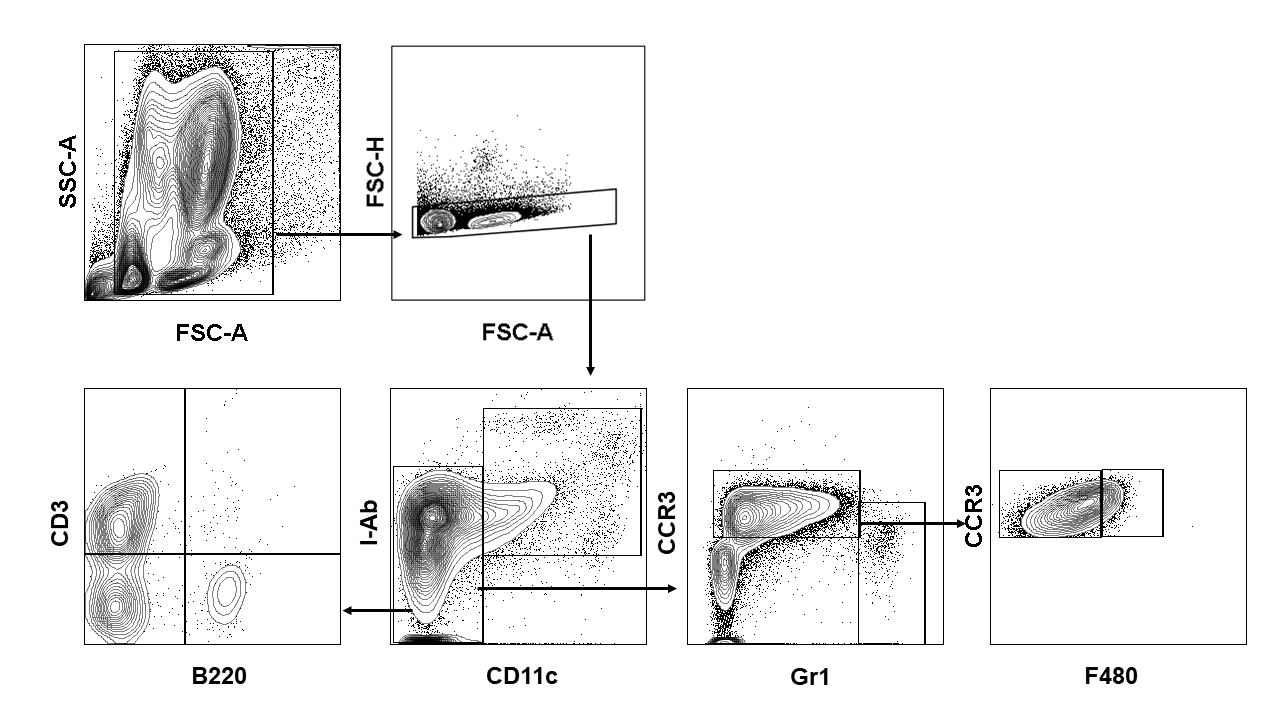

**Supplementary Figure S3.** Gating strategy in PI positive cells for the identification of eosinophils (MHCII^+^CD11c^-^GR1^lo^CCR3^hi^F4/80^lo^), neutrophils (MHCII^+^CD11c^-^CCR3^ind-lo^GR1^hi^), macrophages (MHCII^+^CD11c^-^F4/80^hi^), T cells (MHC-II^lo^CD3^+^B220^-^), and B cells (MHC-II^lo^CD3^-^B220^+^) in single cells from the BALF of mice challenged for OVA-induced allergic airway inflammation as presented in **Figure 3E**.

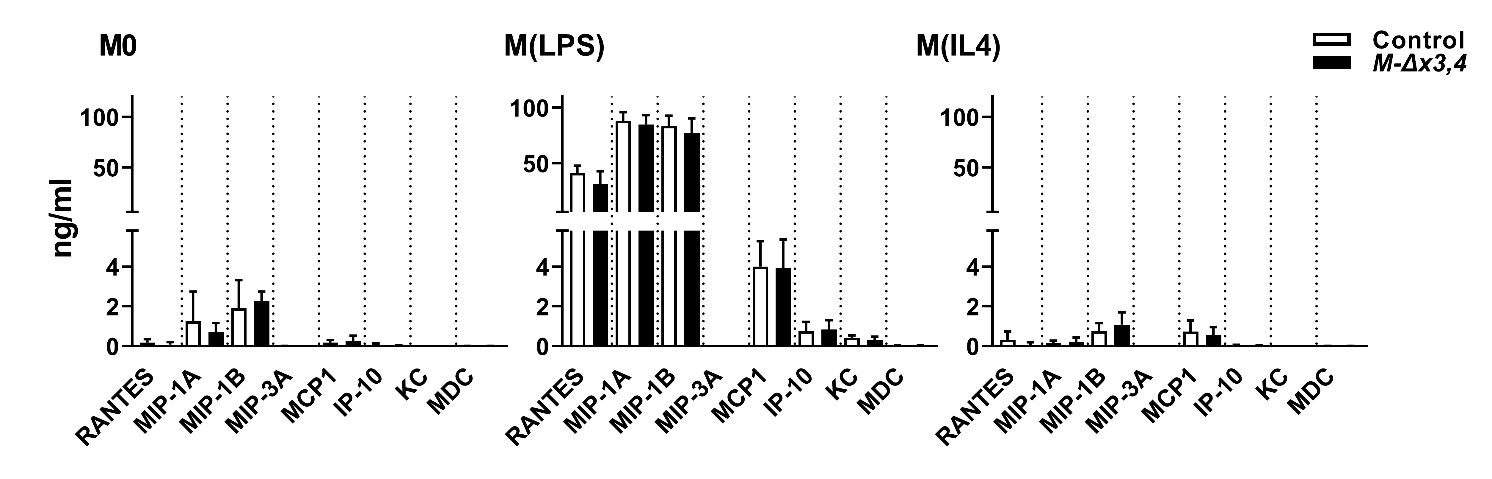

**Supplementary Figure S4.** Detection of secreted RANTES, MIP-1A, MIP-1B, MIP-3A, MCP-1, IP-10, KC and MDC in culture supernatants from Control and M-hnRNPDΔx3,4 BMDMs stimulated with LPS or IL4 for 24hrs and relative to resting (M0). Bar graphs depict mean values (±SD) of protein levels as assessed by cytometric bead arrays.

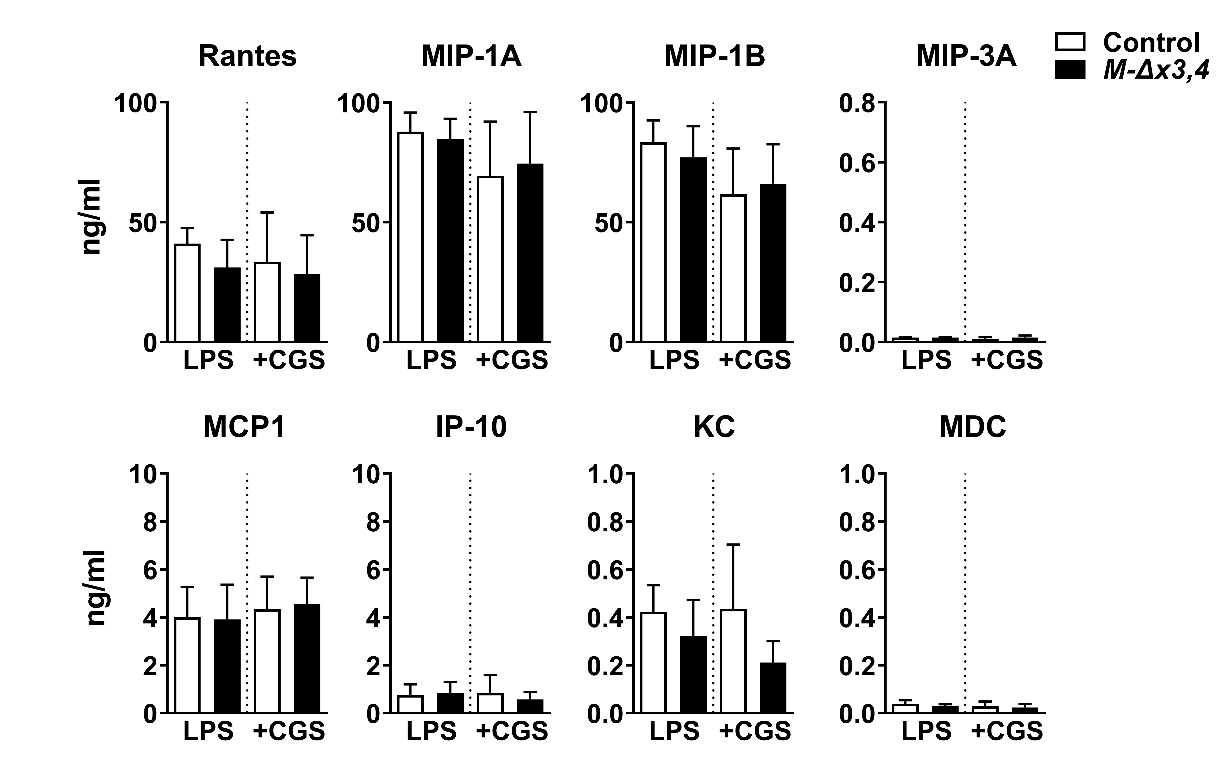

**Supplementary Figure S5**. Detection of Detection of secreted RANTES, MIP-1A, MIP-1B, MIP-3A, MCP-1, IP-10, KC and MDC in culture supernatants from Control and *M-hnRNPDΔx3,4* BMDMs stimulated with LPS or LPS+CGS for 24hrs and relative to resting (M0). Bar graphs depict mean values (±SD) of protein levels as assessed by cytometric bead arrays.

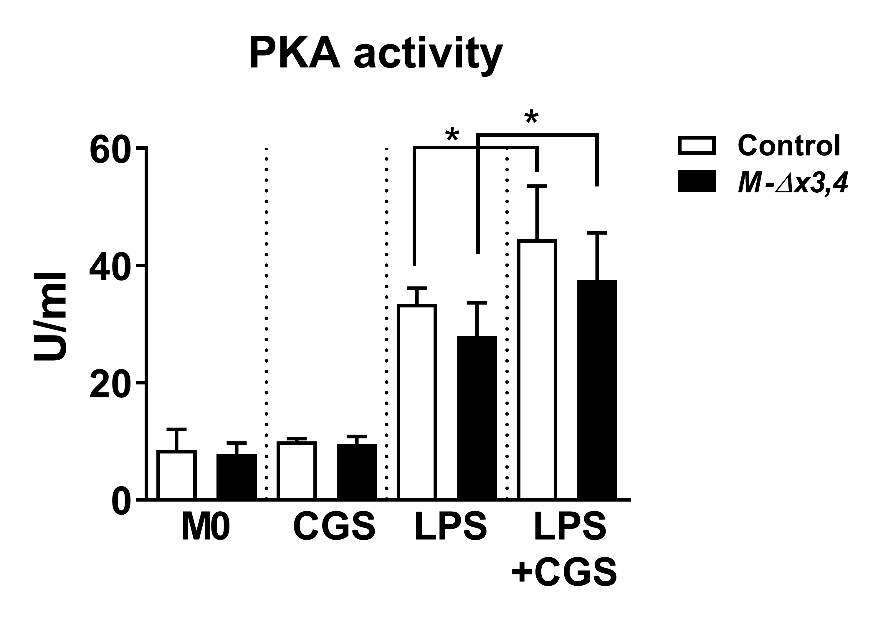

**Supplementary Figure S6**. Detection of Protein Kinase A (PKA) activity in cell lysates of Control and M-hnRNPDΔx3,4 BMDMs stimulated with CGS, LPS or LPS+CGS for 30 min and relative to resting (M0). Bar graphs depict mean values (±SD) of PKA activity as assessed by a colorimetric activity assay.

**
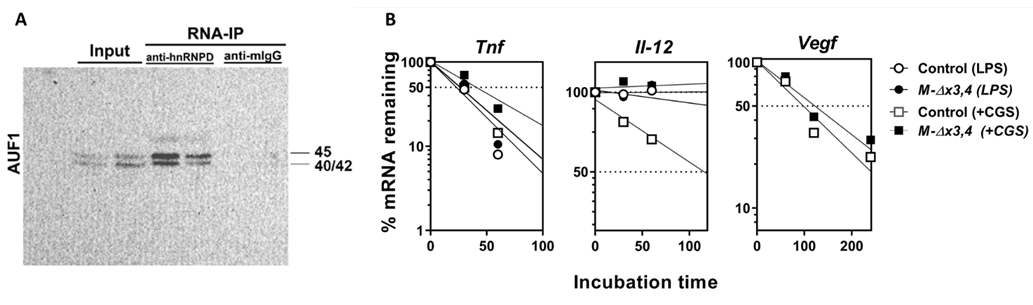
**

**Supplementary Figure S7. RNA-immunoprecipitations and mRNA-decay studies (A**) Representative immunoblot for the detection of AUF1 proteins in the AUF1-RIP material the corresponding extracts relative to control IgG pull-downs. Such material was used to assess interactions of the mRNA transcripts in **Figure 7A.** For western blotting a polyclonal anti-AUF1 antibody (Millipore 07-260) and a IP conformation-specific secondary antibody (anti-mouse IgG -HRP-conjugated Veriblot for IP Detection Reagent, Abcam, ab131366) were used. **(B)** Semilogarithmic plots of normalized qRT-PCR mean data for the *Tnf*, *il12b* and *Vegf* mRNAs in actinomycin D treated macrophages. The half-lives for individual biological replicas are presented in **Figure 7E.**

## 2. Supplementary Methods and Tables

**Cytometric bead arrays for chemokines.**

Expression profiling of the secreted pro-inflammatory chemokines in the culture of activated macrophages (BMDMS) was performed using a cytometric bead-based assay panel following manufacturer’s instructions (Biolegend, Legendplex Panel, Cat. No. 740451). Totally 8 chemokines, including RANTES (CCL5), MIP-1A (CCL3), MIP-1B (CCL4), MIP-3A (CCL20), IP-10 (CXCL10), MCP-1 (CCL2), KC (CXCL1) and MDC (CCL22) were quantitated in the culture supernatants of Control and *M-hnRNPD^Δx3,4^* BMDMs in the resting state (Μ0) or 24 hours post stimulation with LPS (10ng/ml), IL4 (10ng/ml) or LPS (10ng/ml) +CGS (10μΜ). Results are presented in **Figure S3**.

**Library preparation and alignments.**

Library preparation was performed using the QuantSeq 3’ mRNA-Seq Library Prep Kit FWD (QuantSeq-LEXOGEN™, Vienna, Austria), according to manufacturer’s instructions. Briefly, up to 500ng from each RNA sample were used for first strand synthesis. The RNA was subsequently removed and 2nd strand synthesis was initiated by a random primer, containing Ion Torrent compatible linker sequences and appropriate in-line barcodes. 2nd strand synthesis was followed by magnetic bead-based purification and the resulting library was PCR-amplified for 14 cycles and re-purified. Library quality and quantity was assessed on a Bioanalyzer using the DNA High Sensitivity Kit reagents and protocol (Agilent Technologies). The quantified libraries were pooled together at a final concentration of 100pM. The pools were templated and enriched on an Ion Proton One Touch system. Templating was performed using the Ion PI™ Hi-Q™ OT2 200 Kit (Thermo Fisher Scientific), followed by sequencing using the Ion PI™ Hi-Q™ Sequencing 200 Kit on Ion Proton PI™ V2 chips (Thermo Fisher Scientific), an Ion Proton™ System, according to the manufacturer's instructions. The quality of Quant-Seq FASTQ files obtained from Ion Proton sequencing were assessed using FastQC. Reads were mapped on the UCSC mm10 reference genome using a two-phase mapping procedure: short reads were mapped using TopHat2 v.2.1.1 (1) and the reads which remained unmapped were submitted to a second round of mapping using Bowtie2 (2) v.2.3.3 against the mm10 genome with the ‘—local’ and ‘--very-sensitive-local’ switches turned on, after re-conversion of BAM to FASTQ files using BEDTools (3) suite v.2.28.0 bam2fastq function. Sorting and indexing of the merged reads was performed using SAMtools (4) v.1.9. All resulting BAM files were visualized in the UCSC Genome Browser using BEDtools and tools provided by the UCSC Genome Browser toolkit. The resulting Quant-Seq BAM files were analyzed on a transcript level base with the Bioconductor package metaseqR2(79) v.1.3.14 which has built-in support for Quant-Seq data.

**Bioinformatics analysis**

Mapped sequences (Quant-Seq BAM files) were analyzed on a transcript level base with the Bioconductor package metaseqR2(76) v.1.3.14 which has built-in support for Quant-Seq data. Briefly, the raw BAM files, one for each sample, were summarized to a 3’ UTR read counts table from Ensembl longest (dominant) transcripts (version 90). 

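The deposited count table lists 177303 regions, which belong to 142567 transcripts and 55254 gene symbols on 21 chromosomes, with none on the mitochondrial chromosome. Genes with a count had on average 2.82 transcripts with a count. Of the transcript identifiers, 141337 are in GENCODE vM21, a set made on GRCm38, the assembly that UCSC calls mm10, and 100.0% of these lie on the same chromosome and strand there.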

The original 3’ UTR regions were extended 500bp upstream and downstream to accommodate the variable read length of Ion Proton reads. 

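Against GENCODE vM21, the counted region ended 249 bases beyond the annotated 3′ end of the transcript for 98.6% of the transcripts found there.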

In the resulting read counts table, each row represented one 3’ UTR region, each column one Quant-Seq sample and each cell the corresponding read counts associated with each row and column. The final 3’ UTR read counts table was normalized for inherent systematic or experimental biases using the Bioconductor package DESeq2 after removing areas that had zero counts over all the Quant-Seq samples. 

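In the deposited files, the normalized value was compared with the count divided by 1 factor per library, estimated from the same values. For 100.0% of the nonzero counts the difference was at most 1, or at most 1% where that is larger. These factors were 0.833, 0.960 and 0.835 for the control libraries and 1.00, 1.01 and 1.27 for the M-Δx3,4 libraries.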

Prior to the statistical testing procedure, the 3’ UTR read counts were filtered for possible artifacts that could affect the subsequent statistical testing procedures. 3’ UTR areas presenting any of the following were excluded from further analysis: i) 3’ UTR areas corresponding to genes less than 500bp, ii) 3’ UTRs with read counts below the median read counts of the total normalized count distribution. 

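The authors' deposited table carries 4 flags headed LN, MD, BT and PR, whose names the methods do not explain. MD is set for 101044 transcripts, LN for 81719, BT for 81773 and PR for 123062, and 1 transcript often carries several. For the edgeR comparison a transcript was kept when 1 library exceeded the median of the normalized counts, and no length or biotype filter was applied.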

Similar expression thresholds (e.g. the median of the count distribution) have been previously used in the literature, where the authors use the median RPKM value instead of normalized counts), iii) 3’ UTR areas corresponding to genes with the following Ensembl biotypes: rRNA, TR_V_pseudogene, TR_J_pseudogene, IG_C_pseudogene, IG_J_pseudogene, IG_V_pseudogene. The remaining 3’ UTR counts table after filter application was subjected to differential expression analysis for the contrasts MΔχ3,4 versus Control utilizing DESeq2, edgeR, NOISeq, limma, NBPSeq, ABSSeq and DSS algorithms and a combined meta-analysis procedure by the PANDORA algorithm implemented in metaseqR2. 3’ UTR areas (and their corresponding transcripts) presenting a PANDORA p-value less than 0.05 and an absolute fold change (for each contrast) greater than 1 in log2 scale were considered as differentially expressed.

**Colon explant cultures.**

Colon explant cultures were performed as previously described (5). Briefly, whole colons were isolated and washed with PBS supplemented with 20 mg/ml gentamycin to remove residual intestinal bacteria and cut in 1.5 cm pieces into a 48-well plate containing 500 μl RPMI-1640 per well. Tissues were incubated at 37°C, 5% CO2 for 24 h, and supernatants were collected for cytokine ELISA measurements.

**PKA activity**

PKA (Protein Kinase A) activity was measured in cell lysates from Control and M-hnRNPDΔx3,4 BMDMs stimulated with CGS, LPS or LPS+CGS for 30 min using PKA colorimetric activity Kit (Invitrogen™ EIAPKA). Procedure was performed following manufacturer's instructions.

## List of primers used for qRT-PCR.

| **Primers for RT-PCR** | **Sequence5’->3’** |
| --- | --- |
| *mHnRNPD exon 3 S* | ATGTTTATAGGAGGCCTTAG |
| *mHnRNPD exon  3 A* | AGCACAAAGCCAAAACCCCT |
| *mHnRNPD exon 6 S* | GTAGCCATGTCAAAGGAACA |
| *mHnRNPD exon 6 A* | ACCCTCCTCTAGATCCCAC |
| *mHnRNPD exon 4-6 S* | GTAGCCATGTCAAAGGAACA |
| *mHnRNPD exon 4-6 A* | GTGCCATGTCAAAGGAACA |
| *mB2M S* | TTCTGGTGCTTGTCTCACTGA |
| *mB2M A* | CAGTATGTTCGGCTTCCCATTC |
| *mGadph S* | TGCACCACCAACTGCTTAGC |
| *mGadph A* | GGCATGGACTGTGGTCATGAG |
| *mTnf S* | CACGCTCTTCTGTCTACTGA |
| *mTnf A* | ATCTGAGTGTGAGGGTCTGG |
| *mIl12b S* | TGTCCTCAGAAGCTAACCAT |
| *mIl12b A* | CCAGTCCACCTCTACAACAT |
| *mIl6 S* | CTTCTTGGGACTGATGCTGGTGAC |
| *mIl6 A* | TCCAGGTAGCTATGGTACTCCAGA |
| *mArg1 S* | CCAGAAGAATGGAAGAGTCAGTGT |
| *mArg1 A* | GCAGATATGCAGGGAGTCACC |
| *mRetnla/Fizz1 S* | CTGCCCTGCTGGGATGACT |
| *mRetnla/Fizz1 A* | CATCATATCAAAGCTGGGTTCTCC |
| *Chi3l3/Ym1 S* | CAAGTTGAAGGCTCAGTGGCTC |
| *Chi3l3/Ym1 A* | CAAATCATTGTGTAAAGCTCCTCTC |
| *mMrc1 S* | ACTGCGTGGTTATGAAAGGC |
| *mMrc1 A* | TGAGCGACGAGTACAAGATGC |
| *mVegf S* | TTACTGCTGTACCTCCACC |
| *mVegf A* | ACAGGACGGCTTGAAGATG |
| *mThbs1 S* | ACTTCACCTTTGCCACCTC |
| *mThbs1 A* | AGACTCTGGAATGCGGTT |
| *mCcl2 S* | AGCACCAGCACCAGCCAACT |
| *mCcl2 A* | TTCCTTCTTGGGGTCAGCAC |
| mAdora2a A | GCCATCCCATTCGCCATCA |
| mAdora2a S | GCAATAGCCAAGAGGCTGAAGA |
| mAdora2b A | GCGTCCCGCTCAGGTATAAAG |
| mAdora2b S | CCCCAGGAACGGAGTCAATC |

## Supplementary references.

1. Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol. 2013;14(4):R36.

2. Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. Nat Methods. 2012;9(4):357-9.

3. Quinlan AR, Hall IM. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics. 2010;26(6):841-2.

4. Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, et al. The Sequence Alignment/Map format and SAMtools. Bioinformatics. 2009;25(16):2078-9.

5. Christodoulou-Vafeiadou E, Ioakeimidis F, Andreadou M, Giagkas G, Stamatakis G, Reczko M, et al. Divergent Innate and Epithelial Functions of the RNA-Binding Protein HuR in Intestinal Inflammation. Front Immunol. 2018;9:2732.

How the deposited data were processed for this re-analysis (not part of the article)

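RNA from 3 control and 3 M-Δx3,4 BMDM cultures, differentiated for 10 days and treated with 100 ng/ml LPS for 4 hrs, was sequenced by the authors from the 3′ ends. The authors mapped the reads to mm10 and counted them on 3′ UTR regions with metaseqR2. The deposited values used are the authors' raw counts per region and their TPM values. The normalized counts, a score per transcript, were made by the authors by dividing each count by 1 DESeq2 size factor per library and rounding. The log2 fold changes in the deposited comparison table were made by the authors from the normalized counts. Each p-value in that table was computed by the authors with 1 of 7 methods on the normalized counts, and PANDORA combined them into 1 p-value with an FDR. In that table 12 further columns of per-sample values were not used. Coordinates are those of the deposited files on mm10, and transcript types and GC content come from GENCODE vM21 and the GRCm38 sequence.

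The regions of each transcript were summed. Library factors were computed with edgeR's RLE method, which is DESeq2's median of ratios, and a transcript was kept when its normalized count exceeded the median of all normalized counts in at least 1 library. M-Δx3,4 was compared with control by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over the transcripts tested. The count threshold was the paper's, an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, with a single test in place of the combination of 7. Standard errors were derived from the log2 fold change and its F statistic. Single genes also had an exact permutation test, two-sided, whose smallest p is 0.1. A group with no library above 3 counts was treated as at the floor, and its fold is given as a lower bound against 3 counts. Reads were counted without molecular identifiers, so limits from counts cover counting error only. Gene sets were tested with fry of limma 3.58.1. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

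The genes named in the text were set by rule before the data were examined. They are the genes that the paper names for this experiment, the secreted mediators and polarization genes it measured, other RBPs of cytokine mRNAs, Lyz2 and Lyz1, sex-linked genes, and the 5 genes that rose and the 5 that fell with the smallest edgeR p among those past the threshold with libraries that do not overlap. A gene is represented by its transcript with the highest mean count, except Hnrnpd, where the p37 transcript stands for the gene and which is reported apart from the 5 genes that fell. In the hnRNP family list Hnrnpd is represented by p45, its transcript with the highest mean count, and the set test leaves Hnrnpd out. Lists of cytokines and chemokines, the hnRNP family, proliferation, MHC class II, B cells, neutrophils, liver, intestine and kidney were written at the same time. Other genes were named after their values were seen.

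The alternatives were TMM normalization, no normalization beyond the library totals, the Wald test of DESeq2 1.42.0, limma-voom, no filter, edgeR's filterByExpr, at least 10 counts in every library, identical transcripts of a gene taken once, 1 transcript per gene, the replicate number as a block, a p threshold of 0.01, no fold change minimum, and each library left out in turn. A fit of the transcripts that the authors tested and a fit with the GC trend removed from each library were added after the data were seen, as were the set tests under TMM, the block and each library left out. No sequencing batch is named by the labels or the paper's text.

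The procedure was tested on simulated counts with the dispersions of the real libraries, in which 200 genes were changed by a log2 fold change of 1.5, 2 or 3. Of 194 changed genes that could be tested, 182 (93.8%) passed the threshold and 147 had an adjusted p under 0.05. Of the unchanged genes 211 also passed the threshold and 15 had an adjusted p under 0.05, and 5.04% of the unchanged genes had an unadjusted p under 0.05 by edgeR. The enrichment of functional categories was not analysed here, nor were the qRT-PCR, cytokine and animal experiments.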

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

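The tests on the Y-linked genes were chosen after their counts were seen. Ddx3y and Uty, which the paper does not discuss, were higher in every M-Δx3,4 library than in every control library. Ddx3y (ENSMUST00000091190) had 1.2, 14.3 and 0 normalized counts in the control libraries and 14.7, 40.8 and 25.2 in the M-Δx3,4 libraries, a log2 fold change of 2.30 that ran from 1.76 to 5.26 with each library left out. Without M-Δx3,4 replicate 2 (1.89) and with the GC trend removed (1.85) it no longer passed the threshold. For Uty (ENSMUST00000154666) the fitted log2 fold change was 3.31, but no control library had more than 1 count, so only at least 2.5-fold higher can be stated. Without M-Δx3,4 replicate 3 Uty (fitted value 3.00) no longer passed it either.

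Over 4 Y-linked genes, the control libraries had 1, 32 and 3 counts and the M-Δx3,4 libraries 32, 56 and 74. Library size is argued against: at the rate of the other 5 libraries, 32.3 counts would be expected in control replicate 3 (95% limits 22 and 44) and 32.6 in control replicate 1. The low counts of control replicates 1 and 3 may come from cultures of female mice, since the paper's text does not give the sex of the mice behind these cultures. Xist, which would be needed for that, had 6 counts in control replicate 1 and 0 in control replicate 3. Its counted region, 103460117 to 103460365, is only as long as the 249 bases by which regions passed the annotated 3′ ends. It may thus hold none of the annotated Xist transcript, so these counts cannot decide. Sex and a lower level of Y-linked RNA for another reason cannot be told apart in these libraries, and an effect of the genotype on Ddx3y and Uty was not tested apart from sex.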

How the results depend on the processing

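The number of transcripts past the threshold (1071) fell to 704 with DESeq2, 685 with the replicate number as a block, 471 with filterByExpr, 365 with 1 transcript per gene, 265 with at least 10 counts in every library and 213 at p under 0.01, and rose to 1715 with no filter. It was 380 among the transcripts that the authors tested, a set chosen after seeing the data. TMM (1065), no normalization (1074), limma-voom (783), identical transcripts taken once (810), no fold change minimum (1340) and the GC trend removed, also chosen after seeing the data (1098), stayed within 1.5 times. Across the 6 fits that each left out 1 library it ran from 710 without control replicate 3 to 3224 without control replicate 1. TMM kept 97.7% of the 1071 transcripts, limma-voom 52% and the fit without control replicate 3 37.7%. Fewer transcripts are tested under the filters. For the other changes the cause was not tested.

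The number of genes (559) was 363 with DESeq2, 916 with no filter, 241 with filterByExpr, 138 with at least 10 counts, 365 with 1 transcript per gene, 374 with the block, 111 at p under 0.01 and 186 among the transcripts that the authors tested, and 379 to 1534 with a library left out. The share that was lower (62.1%) was 58.0% with no normalization, 52.4% with limma-voom, 59.4% with the block, 75.1% with at least 10 counts, 69.3% with 1 transcript per gene, 69.7% among the transcripts that the authors tested and 79.8% at p under 0.01. It ran from 40.2% without control replicate 1 to 71.5% without control replicate 2, and was 50.4% without control replicate 3, so the larger share of lower transcripts depends on which control libraries are used.

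Transcripts with an adjusted p under 0.05 numbered 0 (1340 with an unadjusted p under 0.05) and 4 with DESeq2 (of H2-Aa and Igkc). They numbered 118 with no filter, of which 68 were of genes of the liver list or the Mup family. The rest included Hnrnpd, H2-Aa and Igkc, Alb, Apoa1 and Fabp1, which the liver list lacks, and further genes such as Camk2d, Itgam, Klf6 and Malat1. With a library left out, transcripts with an adjusted p under 0.05 numbered 0 to 55. The 55 were found without control replicate 1, and 50 of them were of genes of the liver list or the Mup family. The 2 cytokine genes past the threshold, each gene by its transcript with the highest mean count, became 1 with DESeq2 and with the block, 0 with filterByExpr, with at least 10 counts and among the transcripts that the authors tested, and 1 to 2 with a library left out. The RNA regulators stayed at 0 (1 with an unadjusted p under 0.05), except for 2 without control replicate 1 (0 to 2).

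Hnrnpd (-2.11) stayed lower in all fits, with an adjusted p from 0.00165 with no filter to 1 without M-Δx3,4 replicate 3, from -3.02 to -1.69 with a library left out, and was weaker only with 1 transcript per gene (-0.57), where the p45 transcript stands for the gene. Lyz2 (-0.91) ran from -1.11 to -0.79 with a library left out and passed the threshold without M-Δx3,4 replicate 1. With a library left out, the set test p by limma's fry ran from 0.00422 to 0.156 for proliferation (smallest without control replicate 2), 0.00783 to 0.146 for MHC class II (without control replicate 1), 0.0119 to 0.932 for cytokines (without control replicate 2) and 0.0194 to 0.672 for the hnRNP family (without control replicate 1).

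Directions reversed for Il12b with limma-voom (-0.16), Cxcl1 with limma-voom (0.12) and the block (0.10), Il6 with 1 transcript per gene (-0.01), and with the GC trend removed for Il6 (-0.51), Ccl2 (-0.18), Tgfb1 (0.13) and Mrc1 (-0.29). With a library left out, log2 fold changes on both sides of 0 were found for Adora2a (-0.03 to 0.53), Ccl3 (-0.27 to 0.07), Cxcl1 (-0.44 to 0.84), Cxcl10 (-0.11 to 0.08), Il10 (-0.34 to 0.30), Il12b (-0.24 to 1.36), Il1b (-0.46 to 0.05), Il6 (-0.22 to 0.20), Mrc1 (-0.05 to 0.29), Nos2 (-0.40 to 0.24), Rc3h1 (-0.32 to 1.28), Rc3h2 (-0.39 to 1.47), Tgfb1 (-0.89 to 0.50), Tnf (-0.03 to 0.41) and Vegfa (-0.14 to 1.18). The cause was not tested. The other results of single genes, with Hnrnpd transcripts of identical counts among them, were counted once per alternative that left out no library. Of these values, 552 kept their direction and side of the threshold. There were 2 that became stronger (Eif2s3y with limma-voom, Thbs1 at -1.15 with the GC trend removed) and 1 weaker (Ddx3y).

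The replicate numbers do not pair the libraries: the correlations across 4723 genes (which are not independent replicates) of libraries with the same number were -0.21, 0.54 and -0.31, taken on each gene's deviations from its group mean. The block gave a log2 fold change of -2.26 for Hnrnpd and -0.93 for Lyz2, 0 transcripts with an adjusted p under 0.05 (908 unadjusted), and set test p-values by fry of 0.054, 0.105, 0.496 and 0.442 for proliferation, MHC class II, cytokines and the hnRNP family. On simulated counts with the same dispersions, 93.8% of the changed genes above a mean of 20 passed the threshold, and so did 211 unchanged genes, more than the 182 changed ones. Below that mean, and at the median of 12.2 counts of the transcripts past the threshold, counts near the floor limit what the fold changes can show.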

Differences from the paper's values

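The paper's number of transcripts past the threshold is 424, and 1071 passed here. Of the alternatives set before the data were examined, edgeR's filterByExpr (471) and 1 transcript per gene (365) came within 1.5 times the paper's number. TMM normalization (1065), no normalization beyond the totals (1074), DESeq2 (704), limma-voom (783), no filter (1715), at least 10 counts in every library (265), identical transcripts taken once (810), the replicate block (685), no fold change minimum (1340), a p threshold of 0.01 (213) and every fit that left out a library (710 to 3224) did not. A fit of the transcripts that the authors tested, chosen after seeing the values, gave 380, and removing the GC trend, also chosen after seeing them, gave 1098.

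The paper's number of genes is 204, and 559 had a transcript past the threshold here. With filterByExpr the number was 241 and with at least 10 counts in every library 138, both within 1.5 times the paper's. None of the other alternatives set before the data were examined closed the gap, from 111 with a p threshold of 0.01 to 1534 without control replicate 1. Among the transcripts that the authors tested, a set chosen after seeing the values, it was 186.

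The paper lists Elavl1, Eif4a3, Hnrnpa2b1 and Hnrnpu among the RNA regulators of an enriched term of its differential transcripts. None of these 4 passed the threshold here, and 1, Elavl1, had an unadjusted p under 0.05. Without control replicate 1, Eif4a3 (-1.03) and Hnrnpa2b1 (1.24) passed. None of the 4 is among the transcripts of the paper's Table S1.

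The paper names a smaller number of reduced NMD transcripts than the 4 that were lower here. One of the 4, ENSMUST00000168396 (log2 fold change -2.92), has no combined p in the authors' table.

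The paper states that cytokine mRNAs did not change. Here Cxcl3 (at least 2.0-fold lower) and Ltb (log2 fold change 1.49) passed the threshold, neither with a combined p in the authors' table, and with 1 transcript standing for each gene 0 of the list passed under filterByExpr or with at least 10 counts in every library. With 1 transcript per gene, and without control replicate 1 or 2, Il27 passed as well. A minor transcript of Ccl9, ENSMUST00000136131, also passed here (log2 fold change 2.59) and under filterByExpr, and has no combined p in the authors' table. The axis of Fig. 4A is described as adjusted p, while the number of transcripts in the paper is reached in the authors' table with the combined p. The paper describes an extension of the counted regions that is longer than the 249 bases found past the annotated ends.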

Other observations

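The tests of library size, of reads shared between Mup paralogs or between Lyz1 and Lyz2, of background in the distal part of Hnrnpd, of B cells and of the authors' p-values were chosen after the results were seen.

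With 6 libraries there are 10 splits into 3 and 3, so no share of splits can be under 0.1. As many transcripts past the threshold were found in 4 of the 10 splits and as many genes in 4, the real one included. The splits of control replicate 1 with M-Δx3,4 replicates 1 and 3, or 2 and 3, against the rest gave 2744 and 2518 transcripts. As one-sided a share was found in 7 splits and as many cytokine genes in 6. For transcripts with an adjusted p under 0.05 (0, with 1340 unadjusted) and for RNA regulators (0, with 1 unadjusted) all 10 splits give as many because the count is 0, which says nothing about chance. In the authors' table 4.14% of the transcripts have a combined p under 0.05, a share that no difference between the groups for most transcripts could give. In the edgeR fit here the share with an unadjusted p under 0.05 was 4.13%. It was 14.77% without control replicate 1 and 2.51% to 3.45% with another library left out, so it depends on control replicate 1.

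The control libraries differed from each other more than the M-Δx3,4 libraries did. The log2 ratio of control replicate 1 to control replicate 3 had an SD of 1.252 across 4723 genes. Its rank correlation with the GC content of the 3′ ends was -0.62 across 4716 genes, which are not independent replicates, so a difference in how GC-rich ends were recovered may contribute. Library size is argued against, since the totals of these libraries differ by a factor of only 1.016. Reads on sensory receptor genes, which macrophages should not express, were higher in control replicate 1 by a factor of 1.73 after normalization (71 against 41 counts), too few to decide. A difference in the state of the cultures was not tested.

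Control replicate 3 held transcripts of liver. Of 28 liver genes with a count, 26 were highest in it after normalization. Before normalization Hp had 39 counts in control replicate 2 and 37 in control replicate 3. The unnormalized counts of the liver genes summed to 1292, against at most 528 in another library. The 22 Mup genes had 6816 counts against at most 32. Alb had 228 counts and Fabp1 145. Of the list, Ambp, Ass1, Fgb, Hp, Pck1 and Serpina1a also had more than 3 counts in another library. RNA or reads from liver in that library are a candidate source. Intestine and kidney are argued against by the 1 gene of their lists above 3 counts, Fxyd2, which other libraries also held, library size by the 4 libraries with more counts, and reads shared among Mup paralogs by the 26 genes outside that family. Only 2 genes of the liver list and the Mup family have a combined p in the authors' table, and 0 of them are past the authors' threshold or have a combined p under 0.05 there. Genes outside the list, such as Alb and Fabp1, are not covered by this. Apoc2, past the authors' threshold, had 134.6 normalized counts in control replicate 3, against 59.3 and 67.4 in control replicates 1 and 2. Without control replicate 3 its log2 fold change was -1.17 in place of -1.63. A liver source for part of its counts was not tested.

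Lyz2, at which the Cre of the LysM-Cre line is commonly described as inserted, was lower in M-Δx3,4 BMDMs, with 1993.6 ± 206.4 and 1064 ± 244.7 normalized counts and a log2 fold change of -0.91 (exact permutation test, two-sided, p = 0.1). It passed the threshold of 1 only without M-Δx3,4 replicate 1. Reads moved from Lyz2 to Lyz1 would raise Lyz1, which fell as well (-1.11). A chromosome segment carried along with the insertion may lower its neighbours, but the 36 genes within 5 Mb had a median as far from that of all genes in a share of 0.469 of 10000 random windows, and a median near 0 leaves this open. The insertion itself was not tested.

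Igkc (-1.56) and the MHC class II genes were lower in M-Δx3,4 BMDMs. Of the class II list, 6 of 6 genes tested were lower, 3 passed the threshold (H2-Aa, Cd74 at -1.57 and H2-Eb1 at -1.06) and 2 had an adjusted p under 0.05 adjusted over the list alone. Genes of this list are also in the paper's Table S1, so this is not independent evidence. A GC trend is argued against, since H2-Aa remained at -1.93 and Igkc at -1.51 with it removed. Fewer B cells in the M-Δx3,4 cultures may contribute: the other 4 tested genes of the B cell list had a median of -0.26 and went both ways (Jchain -1.64, Cd79b 0.39), so that this and a change in the macrophages cannot be told apart. By limma's fry test, the class II set (unadjusted p 0.0539 in the model, adjusted p = 0.114) was as low in 1 of 10 splits, the real one.

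More transcripts were lower than higher. With the GC trend removed 59.8% were lower, which argues against that trend as the whole cause. Leaving out the liver genes looked at here, 76 of the transcripts past the threshold, gave 59.2%. Liver reads on other genes may remain, so this cannot exclude them as a cause. Without control replicate 1 the share was 40.2% and without control replicate 3 it was 50.4%, so the direction may rest on these libraries.

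The proliferation list had 16 of 19 genes lower, 5 past the threshold and 0 adjusted over the list alone (5 with an unadjusted p under 0.05). By limma's fry test its adjusted p was 0.114, and 1 of 10 splits, the real one, was as low. Genes of this list are also in the paper's Table S1. For cytokines 5 and for the hnRNP family 4 of the 10 splits gave a set p as small. Of the neutrophil list, 5 genes were tested and 0 passed the threshold (0 with an unadjusted p under 0.05).

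The distal part of the Hnrnpd 3′ UTR was not lower in M-Δx3,4 BMDMs. Background reads that differ between libraries may fill it: its counts and those of sensory receptor genes had a Pearson r of 0.58 over 6 libraries (exact permutation p = 0.228, adjusted 0.456) and a Spearman rho of 0.49 (exact permutation p = 0.356, adjusted 0.712). For the proximal part r was 0.06 (exact permutation p = 0.925) and rho -0.03. Without the 2 libraries farthest from the median, r was 0.66 for the distal and 0.43 for the proximal part. The 66 sensory receptor genes with a count together held 41 to 108 counts per library, against 30 to 189 in the distal part of this gene. The p40 region reaches into the distal part as far as position 99960349 but added no count to those of p37 in any library. Both argue against background spread evenly at the level of those genes as the source of the distal counts. With 2 relations and 6 libraries, the correlations cannot tell other background from transcripts that end there.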
